# The mammalian decidual cell evolved from a cellular stress response

**DOI:** 10.1371/journal.pbio.2005594

**Published:** 2018-08-24

**Authors:** Eric M. Erkenbrack, Jamie D. Maziarz, Oliver W. Griffith, Cong Liang, Arun R. Chavan, Mauris C. Nnamani, Günter P. Wagner

## Abstract

Among animal species, cell types vary greatly in terms of number and kind. The number of cell types found within an organism differs considerably between species, and cell type diversity is a significant contributor to differences in organismal structure and function. These observations suggest that cell type origination is a significant source of evolutionary novelty. The molecular mechanisms that result in the evolution of novel cell types, however, are poorly understood. Here, we show that a novel cell type of eutherians mammals, the decidual stromal cell (DSC), evolved by rewiring an ancestral cellular stress response. We isolated the precursor cell type of DSCs, endometrial stromal fibroblasts (ESFs), from the opossum *Monodelphis domestica*. We show that, in opossum ESFs, the majority of decidual core regulatory genes respond to decidualizing signals but do not regulate decidual effector genes. Rather, in opossum ESFs, decidual transcription factors function in apoptotic and oxidative stress response. We propose that rewiring of cellular stress responses was an important mechanism for the evolution of the eutherian decidual cell type.

## Author summary

Animals consist of a wide variety of cells that serve different functions depending on their location in the body. Cells with similar functions, or cell types, in different animal species are related both by an evolutionary line of descent—similar to the relatedness of species themselves—and by a developmental line of descent in the embryo. Networks of interacting genes, or gene regulatory networks, control gene expression in the cell, thereby specifying cell type identity. Understanding how new cell types arise by changing gene regulatory networks is critical both to comprehending fundamental aspects of human biology and to manipulating cell types in the laboratory. We approached this question by studying endometrial stromal fibroblast (ESF) cells from the uterus of humans and opossums, two distantly related mammals. We showed that the distantly related cell type in opossum expresses a similar set of regulatory genes as the human cell, but in response to pregnancy-related signals, the opossum cells induce a stress response. In the human cells, these signals induce differentiation into decidual cells, a specialized cell type present in humans and closely related mammals. These results suggest that a gene regulatory network that modulated an ancestral, pregnancy-related stress response was hijacked and repurposed to function in differentiation and specification of the decidual cell type.

## Introduction

Multicellular organisms consist of numerous specialized cells, or cell types, that play an important role in the structural and functional diversity of organisms. Evolutionary diversification of cell types in metazoans has been a significant source of novelty and was essential to the elaboration of increasingly complex body plans. One model that can explain the evolution of novel cell types is the “sister cell type” model, which suggests that cell types originate by differentiation from an ancestral cell type [1,2]. According to this model, novel cell types have arisen from ancestral cell types through modification of developmental programs leading to two derived cell types, termed “sister cell types.” The origination of novel cell types may allow for organisms to manage an imposed physiological or environmental challenge that may have induced stress or morbidity in the ancestral condition. However, while it is clear that cell types have diversified prodigiously in evolution, the molecular mechanisms leading to the origination of a novel cell type are not well understood [3].

The evolution of mammalian pregnancy offers an opportunity to investigate cell type origination. Intensive selective pressures during the evolution of mammalian pregnancy led to the evolution of many functional specializations of the uterus that accommodate the implantation of the embryo and development of the placenta, including proper control of an ancestral implantation-induced inflammatory response [4,5]. These novelties include the origin of specialized cell types such as the decidual stromal cell (DSC), the uterine natural killer cell, and a specialized form of resident macrophages [6].

During the menstrual cycle and pregnancy, human decidual stromal cells (HsDSCs) differentiate from endometrial stromal fibroblasts (HsESFs) on exposure to progesterone and signals from the embryo [7]. Responding to these signals, genes critical to human DSC differentiation drive and install a complex decidualization gene regulatory network (GRN). Numerous transcription factors have been shown to transcriptionally and post-translationally interact to regulate effector gene sets conferring DSC cell type identity. Phylogenetic cell type studies make clear that eutherian endometrial stromal fibroblast (ESF) and DSC are sister cell types [8]. While ESFs are found in the oviduct of numerous amniotes, DSCs are exclusive to eutherians [9]. Moreover, it is clear that DSCs evolved from an ancestral ESF cell type, hereafter referred to as paleo-ESF, i.e., ESF that cannot give rise to DSC and are not derived from cells that can. This cell type existed prior to the stem lineage of eutherian mammals, having diverged 65 to 80 million years ago [10], i.e., DSC evolved after the most recent common ancestor of marsupials and eutherians and prior to the most recent common ancestor of eutherian mammals [11]. Hence, the evolutionary origin of DSC is an outstanding model to investigate the molecular mechanisms that led to the origin of a novel cell type.

To characterize the molecular changes that gave rise to the origin of the decidual stromal cell type, we isolated ESFs of the marsupial grey short-tailed opossum *Monodelphis domestica*, hereafter called MdESFs, which we use as a proxy for paleo-ESF. In humans and other eutherians, neo-ESF differentiates into DSC in utero when exposed to progesterone and estrogen, as well as ligands upstream of cyclic AMP (cAMP)/protein kinase A (PKA) signaling such as prostaglandin E2 (PGE2) [12–14] and relaxin (RLN) [15]. We assayed the response of MdESF to the stimuli that differentiate HsESF to HsDSC in vitro in order to identify the ancestral gene regulatory program from which the core network of DSC evolved. We found, surprisingly, that core components of the decidual GRN are responsive to progesterone and cAMP in opossum ESF, but rather than undergoing DSC differentiation, these genes regulate a cellular stress response.

## Results

### ESF isolation from *M*. *domestica*

We utilized an established protocol to isolate MdESF by Percoll column gradient [16]. We validated by immunostaining and western blotting that cells isolated by this procedure are positive for the mesenchymal marker vimentin and negative for the epithelial marker cytokeratin (S1 Fig). Relative to other layers in the column, these cells expressed higher levels of the ESF markers *HOXA11*, *HOXA10*, and *PGR*. We also show that these cell preparations have low levels of *CD45*, a marker of white blood cells, compared to RNA isolated from opossum spleen (S1 Table).

### 8-br-cAMP/medroxyprogesterone acetate induce decidual regulatory genes

We assayed the response of MdESF to treatment with eutherian ESF differentiation media containing the cAMP analogue 8-br-cAMP and the progesterone analogue medroxyprogesterone acetate (MPA) (Fig 1A), hereafter referred to as decidualizing stimuli or 8-br-cAMP/MPA. 

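The RNA-seq data read here come from opossum (Monodelphis domestica) endometrial stromal fibroblasts, MdESF, grown from the uterus of 1 nonpregnant female and used at passages 12 to 20. Cells were left unstimulated, or were given for 2 days either 0.5 mM 8-br-cAMP with 1 µM of the progestin MPA (the decidualizing stimuli) or 1 µM MPA alone. 8-br-cAMP is a cell-permeable analogue of cyclic AMP, and MPA binds the progesterone receptor. Each condition has 3 libraries (n = 3). The labels do not say whether these are separate cultures or separate preparations of 1 culture. The p-value of a gene below therefore measures only the spread between these libraries. The deposited table holds the number of reads per Ensembl gene that the authors counted with HTSeq after aligning to the monDom5 genome with Tophat2; their strand setting is not stated. Libraries carry 21.2 to 28.3 M counted reads in unstimulated MdESF, 21.4 to 25.6 M with 8-br-cAMP/MPA and 18.3 to 20.4 M with MPA. RNA levels are given as CPM (counts scaled by library size and TMM; mean ± SD) and differences as log2 fold changes, with their standard error (SE), from an edgeR fit to all 15 libraries of the series, with p-values adjusted over all 13023 tested genes. A gene is said to have risen or fallen when it changed at least 1.5-fold with an adjusted p below 1e-06, criteria that the paper also uses. The paper's further criterion, a TPM of at least 3 in a compared condition, was not applied, as gene lengths are missing. A transcription factor (TF) of the decidualization list is called at an adjusted p of 0.05. Gene lists were compared with all other genes by camera at a preset correlation of 0.01, and none of the 69 list differences called this way over the 4 treatments passes when the correlation is estimated from the data. The number of members that changed is therefore given first, with the stricter p beside each camera p that is printed. With 8-br-cAMP/MPA 1812 genes rose and 1929 fell, and 72.0% of all tested genes do not overlap between the conditions' libraries where 10% is the share by chance. With library totals in place of TMM factors 1480 rose and 2476 fell, because the median gene then moves by -0.16 on the log2 scale. With MPA alone 899 genes rose and 943 fell (65.1% without overlap, against the same chance share). In place of these 1842 a fit of only the groups compared calls 321 genes and the likelihood ratio test 2872.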

RNA sequencing (RNAseq) of both stimulated and unstimulated MdESF revealed endogenous expression of numerous core regulatory genes critical to eutherian decidualization (Fig 1B). From a curated list of 28 transcription factor (TF) genes with documented roles in decidualization (Table 1), 22 are expressed in stimulated MdESF and 13 are significantly up-regulated (*p* < 0.05) (Fig 1B and S2A Fig). 

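The decidualization TFs of MdESF moved in both directions with 8-br-cAMP/MPA, and NR4A2 and NR2F2, nuclear receptors of the uterine stroma, were among those that rose. The 28 TFs are the 27 that Table 1 lists and NR4A2, which is not in that table but in the source data of S2A Fig. Of the 28, 27 have a gene of that symbol in the count table, all but STAT5B; HOXD12 has no count in any library. A mean of at least 3 CPM was reached by 21 of the 27 in unstimulated MdESF and by 21 with 8-br-cAMP/MPA. Among the 26 that could be tested 13 rose and 10 fell with 8-br-cAMP/MPA (13 and 10 adjusted over the list alone). The study chose these TFs itself, so their count is not evidence independent of that choice. NR4A2, an orphan receptor whose gene is a known early target of cAMP signalling, went from 1.83 ± 0.130 to 54.1 ± 3.18 CPM, a log2 fold change of 4.89 (SE 0.111, adjusted p = 3.8e-20). NR2F2 (COUP-TFII), which acts in stromal progesterone signalling, went from 36.2 ± 1.54 to 95.6 ± 4.26 CPM, a log2 fold change of 1.40 (SE 0.0761, adjusted p = 1.7e-13). At the stricter 1.5-fold and 1e-06 criteria 11 of the TFs rose and 5 fell (12 and 6 adjusted over the list alone).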

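RUNX1, PRRX2, PBX2, EBF4, FOS and WT1 fell with 8-br-cAMP/MPA while keeping a mean of at least 3 CPM, and ETS1 and TWIST1 did not pass the test. RUNX1, a TF better known from blood formation and skeletal tissue, fell from 42.4 ± 3.58 to 15.5 ± 0.0742 CPM, a log2 fold change of -1.45 (SE 0.101, adjusted p = 1.4e-11). PRRX2, a homeobox TF of mesenchyme, fell from 18.6 ± 2.85 to 3.75 ± 0.481 CPM, a log2 fold change of -2.30 (SE 0.122, adjusted p = 1.1e-13). PBX2, a partner of HOX proteins on DNA, went from 132 ± 6.47 to 75.7 ± 4.95 CPM (log2 fold change -0.80, SE 0.0608, adjusted p = 6.4e-11). WT1, a zinc finger TF of the urogenital mesenchyme, went from 163 ± 4.06 to 117 ± 1.26 CPM (log2 fold change -0.48, SE 0.0716, adjusted p = 3.6e-06). EBF4, a TF of the early B cell factor family, changed by -0.62 (SE 0.0936, adjusted p = 4.0e-06) and FOS, a subunit of AP-1, by -0.56 (SE 0.193, adjusted p = 0.022) on the log2 scale. The change in FOS no longer passes without 8-br-cAMP/MPA replicate 1 (adjusted p = 0.068), without 8-br-cAMP/MPA replicate 3 (adjusted p = 0.052) or without unstimulated replicate 2 (adjusted p = 0.089). ETS1 stood at 227 ± 4.77 CPM against 233 ± 14.3 (log2 fold change -0.04, SE 0.0672, adjusted p = 0.63). The bHLH factor TWIST1 stood at 18.3 ± 1.80 CPM against 15.7 ± 2.47 (log2 fold change 0.22, SE 0.116, adjusted p = 0.091). TWIST1 does pass, as higher, without unstimulated replicate 3 (adjusted p = 0.025), and ETS1, as lower, with library totals (adjusted p = 0.012).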

Seven decidualization TF genes are down-regulated, though still expressed, and two TFs are unchanged in expression. Most notably, the up-regulated gene set contains numerous TFs with well-characterized roles in decidualization: *FOXO1* [17,18], *PGR* [19], *CEBPB* [17,20], *HOXA10* [21,22], *HOXA11* [23,24], *GATA2* [25], *ZBTB16* [26,27], *KLF9* [28–30], *HAND2* [31], *STAT3* [32,33], and *MEIS1* [34] (Fig 1B and S2A Fig). In contrast to this conserved transcriptional regulatory response, classical markers of decidualization, e.g., *PRL*, *IGFBP1*, *CGA*, and *SST*, are neither expressed in unstimulated MdESF nor induced in response to decidualizing stimuli (Fig 1C). 

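ZBTB16, HOXA10, KLF9 and HAND2 rose most of these TFs, FOXO1 and HOXA11 rose by more than 4-fold, and CEBPB, GATA2 and STAT3 rose least. ZBTB16 (PLZF), a zinc finger repressor under progesterone and glucocorticoid control, went from 0.625 ± 0.137 to 133 ± 4.38 CPM, a log2 fold change of 7.75 (SE 0.145, adjusted p = 1.9e-21). FOXO1 (ENSMODG00000010342), the forkhead factor that Akt keeps out of the nucleus, reached 280.2 ± 2.7 CPM, a log2 fold change of 2.67 (SE 0.0648, adjusted p = 9.6e-20). HAND2, a bHLH factor that restrains the growth of the epithelium from the stroma, reached 202 ± 11.3 CPM with a log2 fold change of 2.76 (SE 0.0796, adjusted p = 1.9e-18). The HOX genes HOXA10 and HOXA11, which pattern the uterus, changed by 3.27 (SE 0.0766, adjusted p = 6.0e-20) and 2.22 (SE 0.0640, adjusted p = 1.9e-18). KLF9, a Krüppel-like partner of the progesterone receptor, changed by 3.29 (SE 0.156, adjusted p = 4.1e-14). PGR, the receptor itself, changed by 2.13 (SE 0.0615, adjusted p = 2.0e-18) from 115 ± 4.35 CPM. MEIS1, which binds DNA with HOX proteins, rose by 1.24 (SE 0.0617, adjusted p = 3.3e-14). Smaller rises were those of GATA2, upstream of PGR in the mouse uterus, 0.83 (SE 0.0796, adjusted p = 4.0e-09), and of CEBPB, a bZIP factor that cAMP induces, 0.74 (SE 0.0993, adjusted p = 1.2e-06). STAT3, which carries cytokine signals, rose by 0.57 (SE 0.0579, adjusted p = 8.8e-09).

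**Figure D1:**
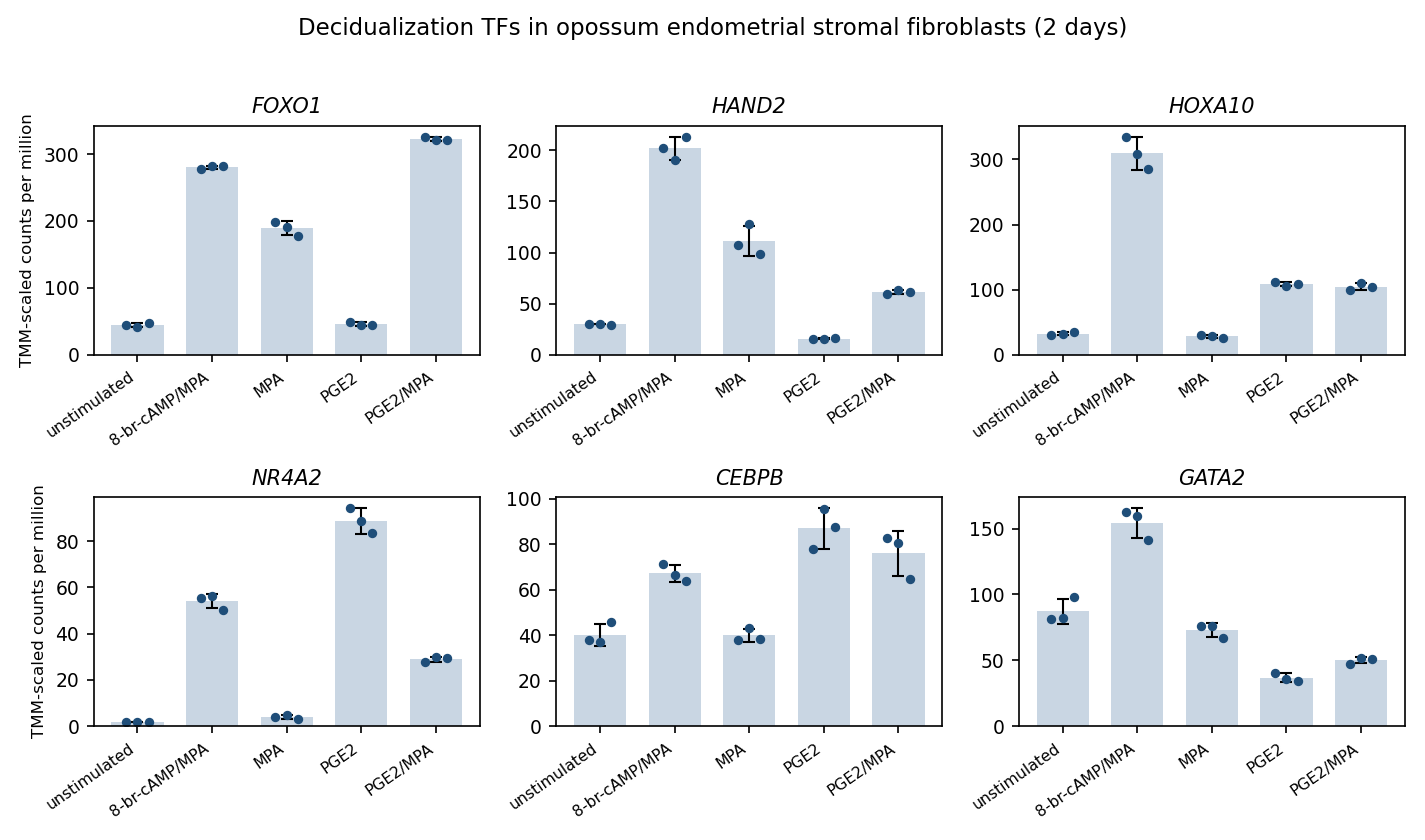
RNA levels of 6 decidualization TFs in MdESF. Bars, mean TMM-scaled CPM; points, the 3 libraries of each condition; error bars, SD (n = 3).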

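PRL, IGFBP1, CGA and SST, the hormone, binding protein and peptide genes by which human decidual cells are recognised, are silent in MdESF before and after 8-br-cAMP/MPA. None of the 4 genes has a single count in the 3 unstimulated libraries or in the 3 libraries given 8-br-cAMP/MPA. A floor of 3 counts over a whole group is 0.0405 CPM (unscaled) in unstimulated MdESF and 0.0433 CPM with 8-br-cAMP/MPA. All 4 genes therefore lie below those levels. No fold change is given for a gene without counts on either side.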

We conclude that a substantial part of the DSC core GRN is also in place in opossum ESF and is responsive to progesterone and cAMP but does not control a decidual phenotype.

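Many genes known to answer progesterone and cAMP signalling rose in MdESF: FKBP5, CRISPLD2 and SGK1 on the steroid side, PDE7B and PDE10A on the cAMP side. Of the effectors of the human decidual cell MAOB and MAOA rose as well, TIMP3 fell, and most did not pass the test. Of 22 target genes of the progesterone and glucocorticoid receptors 17 rose and 2 fell (17 and 2 adjusted over the list alone; camera adjusted p = 2.2e-07; adjusted p = 0.26 with an estimated correlation). FKBP5, a chaperone partner of steroid receptors, went from 19.5 ± 0.492 to 2888 ± 119 CPM, a log2 fold change of 7.21 (SE 0.110, adjusted p = 6.6e-23). CRISPLD2, a secreted protein that progestins induce in stroma, changed by 6.31 (SE 0.172, adjusted p = 6.9e-19). ERRFI1, a brake on EGF receptor signalling, changed by -1.35 (SE 0.115, adjusted p = 5.0e-10). Of 28 cAMP and CREB targets 14 rose and 2 fell (15 and 2 adjusted over the list alone; camera adjusted p = 8.1e-04; adjusted p = 0.26 with an estimated correlation). The phosphodiesterases PDE7B and PDE10A, which break cyclic nucleotides down, rose by 5.61 (SE 0.290, adjusted p = 6.0e-14) and 4.96 (SE 0.153, adjusted p = 6.8e-18). BDNF, a growth factor gene that CREB activates in neurons, fell by 1.40 on the log2 scale (adjusted p = 1.8e-10). Of 18 effector genes of human decidual cells 7 rose and 1 fell (7 and 1 adjusted over the list alone; camera adjusted p = 0.043; adjusted p = 0.34 with an estimated correlation). SGK1, a kinase that regulates ion transport in the endometrium, changed by 5.63 (SE 0.0819, adjusted p = 3.0e-23). The monoamine oxidases MAOB and MAOA changed by 4.96 (adjusted p = 4.9e-18) and 3.42 (adjusted p = 4.6e-19), and the metalloprotease inhibitor TIMP3 by -2.48 (adjusted p = 3.2e-16). Against MPA alone, HOXA10 was higher with 8-br-cAMP/MPA by 3.47 (SE 0.0786, adjusted p = 6.8e-20) and FOXO1 by 0.57 (SE 0.0600, adjusted p = 2.3e-08). From the response of the decidualization TFs and the silence of PRL, IGFBP1, CGA and SST, the paper concludes that a substantial part of the decidual regulatory network is in place in opossum fibroblasts and answers progesterone and cAMP without controlling a decidual phenotype. The RNA levels above are the data that this argument rests on.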

**Fig 1:**
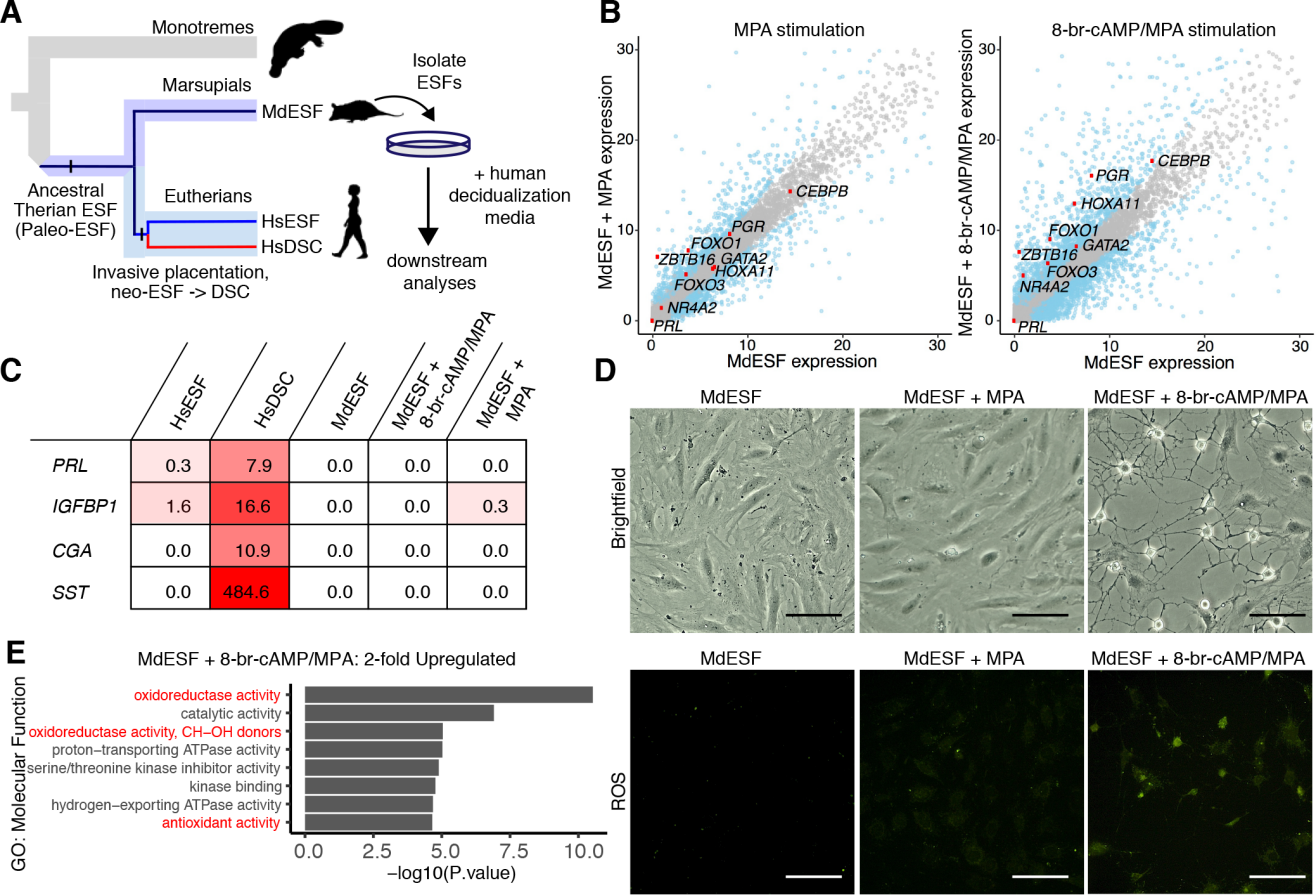
Transcriptomic and morphological response of MdESF to eutherian decidualizing stimuli. (A) Experimental strategy and cell type phylogeny of mammalian ESF cell types. ESFs in crown group marsupials and placentals are homologous and descend from a common ancestral therian ESF. In eutherians, DSCs arose from ancestral eutherian ESFs and thus is a sister cell type to eutherian ESFs. (B) Transcriptional response of core regulatory genes involved in eutherian decidualization in MdESF treated for 2 days with either MPA or decidualizing stimuli. Blue dots represent significant differential expression relative to unstimulated MdESF (*n* = 3, *p* < 10^−6^). Grey dots represent no significant change in expression. Each point represents the mean of three replicates. (C) Gene expression heatmap (mean of three replicates in TPM) of classical decidual markers in HsESF, HsDSC, and MdESF treated with decidualizing stimuli for 2 days. Mean of three replicates is shown. (D) Morphological response of and ROS detection in unstimulated MdESF and MdESF stimulated with either MPA or decidualizing stimuli for 3 days. ROS detection by treatment with H2DCFDA, a general oxidative stress indicator. Scale bars are 10 μm. (E) Differential expression of up-regulated GO categories in MdESF treated with decidualizing stimuli for 2 days relative to unstimulated control (*n* = 3, adjusted *P* values for each GO term are shown). Terms related to oxidative stress are indicated in red. Underlying data are provided in S1 Data (Fig 1E) and S2 Data (Fig 1B). Human transcriptome data were previously published in Kin and colleagues [8]. *Unedited silhouettes of a monotreme and a marsupial are credited to Sarah Werning and are used under license http://creativecommons.org/licenses/by/3.0/*. DSC, decidual stromal cell; ESF, endometrial stromal fibroblast; GO, gene ontology; H2DCFDA, 2′,7′ dichlorodihydrofluorescein diacetate; HsDSC, human decidual stromal cell; HsESF, human endometrial stromal fibroblast; MPA, medroxyprogesterone acetate; ROS, reactive oxygen species; TPM, transcripts per million

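With MPA alone ZBTB16, KLF9, FOXO1 and HAND2 rose in MdESF, whereas HOXA10, which 8-br-cAMP/MPA raises, fell slightly. Of the 26 decidualization TFs tested 10 rose and 10 fell at an adjusted p of 0.05 (10 and 10 adjusted over the list alone), and 4 rose and 2 fell at 1.5-fold and 1e-06 (6 and 2 over the list alone). ZBTB16 reached 104 ± 16.8 CPM, a log2 fold change of 7.40 (SE 0.146, adjusted p = 2.5e-20), and KLF9 14.5 ± 2.67 CPM, a log2 fold change of 2.43 (SE 0.164, adjusted p = 6.0e-11). FOXO1 reached 189 ± 10.3 CPM (log2 fold change 2.11, SE 0.0640, adjusted p = 5.0e-17) and HAND2 111 ± 14.9 CPM (log2 fold change 1.90, SE 0.0788, adjusted p = 9.6e-15). NR4A2 rose by 1.11 (SE 0.154, adjusted p = 2.0e-06) and PGR by 0.51 (SE 0.0601, adjusted p = 2.2e-07). EBF4, which 8-br-cAMP/MPA lowers, rose by 0.66 (SE 0.0903, adjusted p = 1.9e-06). HOXA10 changed by -0.20 (SE 0.0784, adjusted p = 0.031), a fall that no longer passes without MPA replicate 3 (adjusted p = 0.18), without unstimulated replicate 2 (adjusted p = 0.063) or without unstimulated replicate 3 (adjusted p = 0.11), nor with a fit of only the groups compared (adjusted p = 0.089). FKBP5 and PER1, a clock gene with steroid response elements, rose by 6.19 (adjusted p = 1.2e-21) and 3.31 (adjusted p = 2.3e-18). Of the 22 steroid receptor targets 12 rose and 2 fell (13 and 2 adjusted over the list alone; camera adjusted p = 8.0e-07; adjusted p = 0.26 with an estimated correlation).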

**Table 1:** List of 28 TFs with documented roles in decidualization with references.

TF	Reference(s)
*CEBPB*	[17,20]
*E2F8*	[35]
*EBF4*	[8]
*ETS1*	[36]
*FOS*	[37]
*FOXM1*	[38]
*FOXO1*	[18]
*GATA2*	[25]
*HAND2*	[31]
*HOXA10*	[21,22]
*HOXA11*	[23,24]
*HOXD9*	[16]
*HOXD11*	[39]
*HOXD12*	[16]
*KLF9*	[28–30]
*MEIS1*	[34]
*NR2F2*	[40]
*PBX2*	[41]
*PGR*	[19]
*PRRX2*	[42]
*RUNX1*	[43]
*STAT3*	[32,33]
*STAT5B*	[44]
*TFAP2C*	[16]
*TWIST1*	[45]
*WT1*	[46]
*ZBTB16*	[26,27]

**Abbreviation:** TF, transcription factor.

We conducted experiments to determine if the observed up-regulation of regulatory genes critical to eutherian decidualization is specific to both the progesterone receptor as well as specific to the *M*. *domestica* ESF cell type. As MPA can also stimulate the glucocorticoid receptor (GR), we knocked down *GR* with small interfering RNA (siRNA) and subsequently assayed the transcriptional response of MPA-responsive regulatory genes in MPA-stimulated MdESF. We observed no significant change in RNA abundance for five decidualization regulatory genes (S2B Fig), suggesting that the observed up-regulation of these factors in response to MPA is not associated with stimulation of GR.

It could also be argued that the observed response is a more general feature of *M*. *domestica* fibroblasts rather than specific to MdESF. Thus, we sought to determine if up-regulation of decidualization regulatory genes is specific to the *M*. *domestica* ESF cell type or whether a similar response also occurs in skin fibroblasts from *M*. *domestica*. We isolated skin fibroblasts from *M*. *domestica*, stimulated them with either 8-br-cAMP/MPA or PGE2/MPA, and assayed six decidualization TFs by qPCR. Our results showed a strong up-regulation of *ZBTB16* in response to 3-day treatment of either 8-br-cAMP/MPA or PGE2/MPA (S2C Fig). Conversely, five other TFs that were up-regulated in MdESF in response to either treatment were unchanged in RNA abundance or were down-regulated. This result suggests that the induction of decidual regulatory genes is specific to endometrial fibroblasts in the opossum and, interestingly, that *ZBTB16* may be a more general inducible factor in fibroblasts with elevated intracellular levels of cyclic AMP.

### 8-br-cAMP/MPA induce cell stress in MdESF

Gene ontology (GO) enrichment analysis of differentially expressed genes after 8-br-cAMP/MPA treatment revealed up-regulation of genes associated with oxidative stress, mitochondrial stress, and apoptosis, as well as down-regulation of genes associated with mitosis, DNA replication, and cytoskeletal organization (Fig 1E, Fig 2A). 

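Most genes of the dividing cell fell with 8-br-cAMP/MPA, among them MCM6, BLM and EXO1, and ACTN4 and TAGLN of the contractile cytoskeleton and the matricellular CTGF fell with them. Few genes of the mitochondrial respiratory chain rose, and none of those tested fell. Of 60 mitosis genes 0 rose and 57 fell (0 and 57 adjusted over the list alone; camera adjusted p = 3.5e-17; adjusted p = 0.33 with an estimated correlation). Of 54 genes of DNA replication 0 rose and 41 fell (1 and 42 adjusted over the list alone; camera adjusted p = 2.6e-12; adjusted p = 0.33 with an estimated correlation). MCM6, a subunit of the replicative helicase, went from 319 ± 9.86 to 4.66 ± 0.356 CPM, a log2 fold change of -6.09 (SE 0.255, adjusted p = 3.4e-10). BLM, the helicase lost in Bloom syndrome, changed by -5.62 (SE 0.310, adjusted p = 2.0e-13) and the exonuclease EXO1 by -5.24 (SE 0.302, adjusted p = 4.5e-13). All 5 inhibitors of cyclin-dependent kinases tested rose, CDKN1A (p21) by 2.83 (SE 0.0919, adjusted p = 3.4e-17). For this list of 5 the test gives camera adjusted p = 0.0028 and adjusted p = 0.26 with an estimated correlation. Of 32 actin and contractility genes 1 rose and 15 fell (1 and 15 adjusted over the list alone; camera adjusted p = 8.0e-06; adjusted p = 0.26 with an estimated correlation). Of 12 microtubule genes 0 rose and 4 fell (0 and 4 adjusted over the list alone; camera adjusted p = 0.096; adjusted p = 0.61 with an estimated correlation). CTGF, a matricellular target of YAP and SRF, changed by -4.23 (adjusted p = 3.3e-20), the crosslinker ACTN4 by -2.50 (adjusted p = 1.3e-17) and TAGLN (transgelin) by -2.16 (adjusted p = 3.0e-15). The LIM protein FHL1 changed by 1.14 (adjusted p = 8.2e-12) and the microtubule protein MAP1B by -2.31 (adjusted p = 1.0e-08). Of 57 respiratory chain genes 10 rose and 0 fell (10 and 0 adjusted over the list alone; camera adjusted p = 3.1e-05; adjusted p = 0.38 with an estimated correlation), among them COX7A2, a small subunit of complex IV, at 0.87 (adjusted p = 1.1e-09). Of 11 genes of the mitochondrial unfolded protein response 1 rose and 0 fell (1 and 0 adjusted over the list alone). With library totals in place of TMM factors 2 of the respiratory chain genes and 0 of the mitochondrial unfolded protein response genes rise. KRT18, a keratin of simple epithelia and mesothelium, was among the genes that fell, from 2092 ± 42.2 to 39.5 ± 7.41 CPM (log2 fold change -5.72, adjusted p = 7.5e-14), as did the cadherin CDH1 (log2 fold change -4.67, adjusted p = 1.9e-11).

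**Figure D2:**
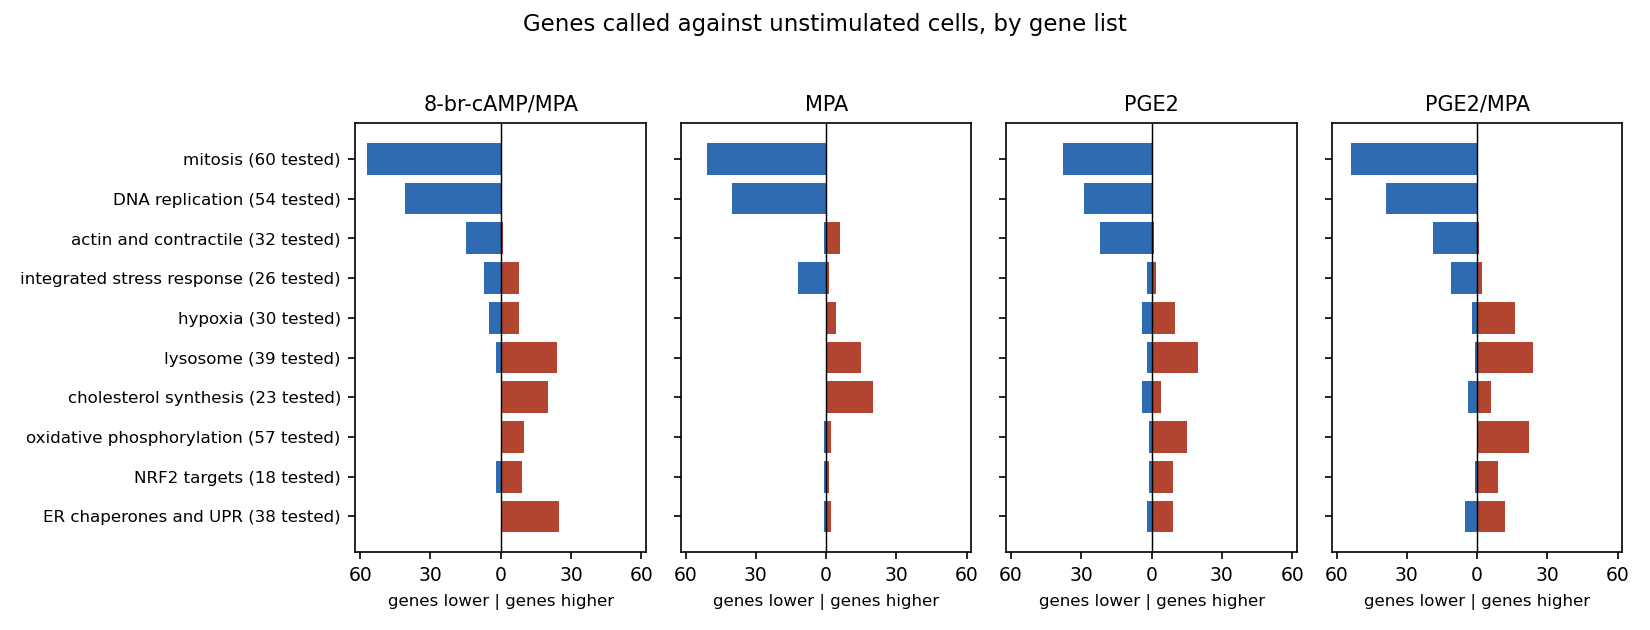
Numbers of genes that rose (red) or fell (blue) in 10 gene lists with each of the 4 treatments against unstimulated MdESF (n = 3 libraries per condition); the number of tested genes is given for each list.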

Outwardly, stimulated MdESF exhibited a rapid morphological response suggestive of cytoplasmic architectural remodeling (Fig 1D, Fig 2B, S1 Movie). The extent of this morphological response was dependent on both 8-br-cAMP concentration and duration of treatment (Fig 2B, S3A Fig). Remarkably, this morphological effect was reversible insofar as the cells reverted back to their normal morphology within 19 hours after withdrawal of decidualizing stimuli (Fig 2C, S3B Fig). 

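Most genes of protein folding in the endoplasmic reticulum (ER) rose with 8-br-cAMP/MPA in MdESF, DERL3, PDIA4 and CRELD2 among them, and none of the tested members fell. Genes of the amino acid branch of the stress response and genes that promote cell death were split between rises and falls. Of 38 ER chaperone and unfolded protein response genes 25 rose and 0 fell (25 and 0 adjusted over the list alone; camera adjusted p = 8.7e-08; adjusted p = 0.26 with an estimated correlation). DERL3, which draws misfolded proteins out of the ER, changed by 3.93 (SE 0.15, adjusted p = 5.4e-13), PDIA4, a disulfide isomerase, by 2.67 (SE 0.111, adjusted p = 5.7e-14), and CRELD2, a target of ATF6, by 2.42 (SE 0.0767, adjusted p = 1.0e-17). Of 26 targets of the integrated stress response 8 rose and 7 fell (8 and 7 adjusted over the list alone; camera adjusted p = 0.76; adjusted p = 0.86 with an estimated correlation). STC2, a secreted glycoprotein, rose by 2.25 (adjusted p = 2.4e-13), and the tRNA synthetase gene WARS and the mitochondrial folate enzyme gene ALDH1L2 changed by -2.13 (adjusted p = 1.1e-16) and -1.79 (adjusted p = 4.5e-16). Of 28 genes that promote apoptosis 7 rose and 5 fell (7 and 5 adjusted over the list alone; camera adjusted p = 0.98; adjusted p = 0.99 with an estimated correlation). BMF, a BH3-only protein, rose by 2.17 (adjusted p = 3.6e-17), while the death kinase DAPK1 and the caspase CASP2 changed by -3.34 (adjusted p = 1.8e-16) and -2.23 (adjusted p = 6.4e-17); with library totals 6 of these genes rise and 6 fall. Of 9 genes that block apoptosis 2 rose and 2 fell (2 and 2 adjusted over the list alone), with BIRC5 (survivin), which also serves mitosis, at -3.46 (adjusted p = 8.4e-14). Of 16 cytosolic heat shock genes 2 rose and 0 fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.032; adjusted p = 0.30 with an estimated correlation). BAG3, a co-chaperone of HSP70, rose by 2.93 (adjusted p = 4.7e-18).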

GO treemaps, which represent the function of genes and degree of their differential expression in response to 8-br-cAMP/MPA, supported the hypothesis that stimulated MdESF undergo a cellular stress response, as GO terms associated with endoplasmic reticulum (ER) stress, apoptosis, reactive oxygen species (ROS) metabolism, and protein folding response were significantly up-regulated (S2D Fig). In line with this observation, stimulated MdESF exhibited elevated levels of intracellular ROS relative to unstimulated cells or cells stimulated with MPA alone (Fig 1D, S3C Fig). These data indicate that treating MdESF with decidualizing stimuli results in a rapid morphological response that is associated with increased intracellular ROS and the induction of genes counteracting oxidative stress, suggesting that, rather than leading to decidual differentiation, MdESF exposed to decidualizing stimuli undergo a classical cellular stress response.

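Of the genes that detoxify peroxides and electrophiles, MGST1, EPHX1, GSTM3 and PRDX3 were higher with 8-br-cAMP/MPA, and GPX1, MSRB3, SRXN1 and ABCC4 were lower. Of 18 targets of NRF2, the TF of the antioxidant response, 9 rose and 2 fell (9 and 2 adjusted over the list alone; camera adjusted p = 0.015; adjusted p = 0.34 with an estimated correlation). MGST1, a membrane glutathione transferase, went from 15.4 ± 5.01 to 108 ± 2.41 CPM, a log2 fold change of 2.79 (SE 0.177, adjusted p = 8.0e-09). EPHX1, the microsomal epoxide hydrolase, changed by 2.30 (SE 0.0692, adjusted p = 4.3e-18). SRXN1, which repairs peroxiredoxins, changed by -0.92 (SE 0.0737, adjusted p = 1.8e-10) and the transporter ABCC4 by -2.24 (SE 0.0908, adjusted p = 1.6e-15). Of 24 genes that remove peroxide and superoxide 9 rose and 2 fell (9 and 2 adjusted over the list alone; camera adjusted p = 0.0051; adjusted p = 0.34 with an estimated correlation). PRDX3, the mitochondrial peroxiredoxin, rose by 2.78 (adjusted p = 8.6e-20) and GSTM3, a cytosolic glutathione transferase, by 3.2 (adjusted p = 1.2e-19). The selenoprotein GPX1 and the methionine sulfoxide reductase MSRB3 changed by -1.78 (adjusted p = 4.9e-16) and -1.87 (adjusted p = 2.5e-10). Joining the rapid change of shape, the raised intracellular ROS and the induction of antioxidant genes, the paper proposes that MdESF given decidualizing stimuli enter a classical cellular stress response in place of decidual differentiation. The counts bear on the gene expression part of this alone.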

**Fig 2:**
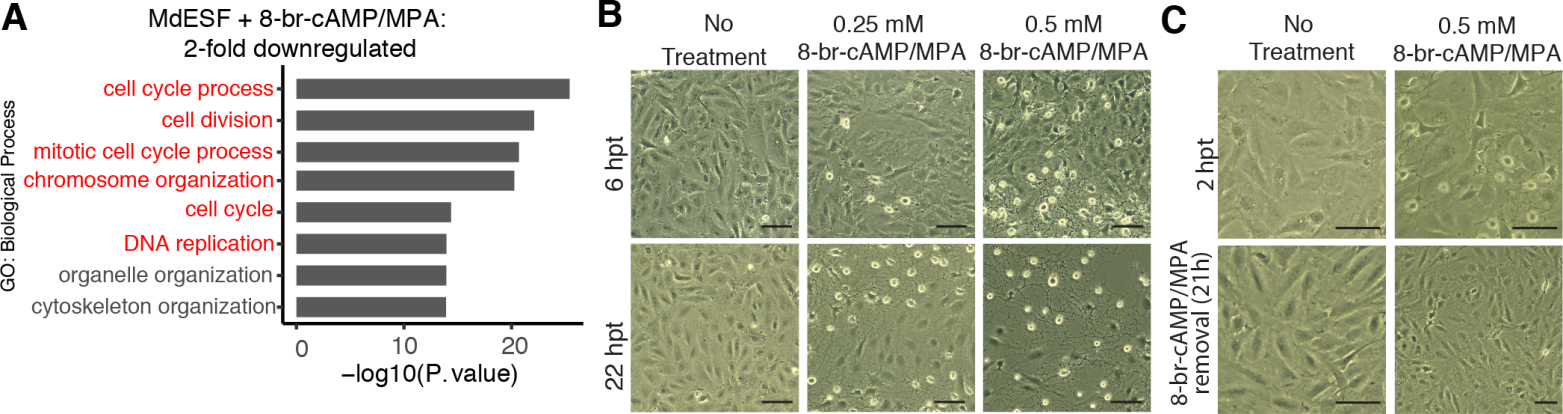
Transcriptional, cAMP-concentration dependent, and reversible response of MdESF to decidualizing stimuli. (A) GO categories of down-regulated genes in MdESF after treatment with decidualizing stimuli for 2 days relative to unstimulated control (*n* = 3, *p* < 10^−6^). Terms related to cell cycle are indicated in red. (B) Concentration-dependent morphological response of MdESF to 8-br-cAMP/MPA treatment after 6 hours (top panels) and 22 hours (bottom panels). (C) MdESF morphological response to 8-br-cAMP/MPA treatment is reversible after 1 day in growth media. Images were taken 2 hours after treatment, at which time media with decidualizing stimuli were changed to growth media. Images were subsequently acquired after 19 hours in growth media. Scale bars are 10 μm. Underlying data for GO analysis are provided in S1 Data. cAMP, cyclic AMP; GO, gene ontology; MPA, medroxyprogesterone acetate

### PGE2 is likely a natural ligand of ESFs

Next, we considered whether stress induced by treatment with decidualizing stimuli could be an artifact of treating cells with extracellular 8-br-cAMP, rather than a natural ligand activating intracellular cAMP signaling. To address this, we sought a physiologically relevant signal that increases intracellular cAMP in these cells. PGE2 signaling is of particular interest given that (1) PGE2 is able to induce decidualization via cAMP signaling in human and rodent ESFs [12,14], (2) the PGE2 receptor *PTGER4* is widely expressed in ESFs in mammals [16], and (3) the recent finding that prostaglandin synthase (PTGS, also known as “COX2”) and prostaglandin E synthase (PTGES) are both expressed in the opossum uterus after embryo attachment [5]. Furthermore, PGE2 is likely a key component of the inflammatory signaling from which the eutherian implantation reaction is derived [5,6,47]. 

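Genes of cholesterol synthesis rose nearly throughout with 8-br-cAMP/MPA in MdESF, MSMO1, DHCR24 and IDI1 among them. FABP5, LPIN1 and GPAM, which carry and build lipids, rose, whereas PPARG, the master TF of fat cells, fell. Of 23 cholesterol synthesis genes 20 rose and 0 fell (20 and 0 adjusted over the list alone; camera adjusted p = 3.3e-10; adjusted p = 0.26 with an estimated correlation). DHCR24, which makes the last reduction on the way to cholesterol, went from 5.20 ± 1.15 to 45.1 ± 2.69 CPM, a log2 fold change of 3.13 (SE 0.120, adjusted p = 3.1e-16). The methylsterol oxidase MSMO1 changed by 3.17 (SE 0.0837, adjusted p = 4.2e-19) and the isomerase IDI1 by 2.85 (SE 0.0971, adjusted p = 9.6e-17). With MPA alone 20 of the 23 rose too (13 in a fit of only the groups compared). The median log2 fold change of the list was 1.74 with 8-br-cAMP/MPA, 1.68 with MPA and 0.15 with PGE2/MPA. Of 22 genes of fatty acid and lipid synthesis, transport and storage 10 rose and 2 fell (10 and 2 adjusted over the list alone; camera adjusted p = 0.024; adjusted p = 0.36 with an estimated correlation). FABP5, a fatty acid binding protein, rose by 5.44 (SE 0.164, adjusted p = 4.2e-14), the phosphatidate phosphatase LPIN1 by 2.37 (adjusted p = 4.5e-16) and the acyltransferase GPAM by 2.18 (adjusted p = 3.0e-19). PPARG changed by -3.91 (adjusted p = 1.5e-16). Of 20 genes of fatty acid oxidation 4 rose and 1 fell (4 and 1 adjusted over the list alone; camera adjusted p = 0.032; adjusted p = 0.38 with an estimated correlation). ECHS1 and ACAA2, enzymes of the mitochondrial spiral, changed by 1.95 (adjusted p = 2.9e-15) and 1.51 (adjusted p = 9.8e-15) and the dehydrogenase ACADL by -1.25 (adjusted p = 1.7e-08).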

In our 8-br-cAMP/MPA stimulated cells, we see a particularly striking effect on lipid metabolism, a critical pathway in the production of phospholipid-derived prostaglandins (S2D Fig). Indeed, prostaglandin Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway genes were enriched in lipid metabolism, e.g., 33% of genes listed in fatty-acid derivative metabolic process are involved in prostaglandin metabolism (S2D Fig). Furthermore, transcriptomic analyses of stimulated MdESF suggested that 8-br-cAMP/MPA treatment negatively regulates the predominant PGE2 receptor, *PTGER4*, as well as genes for synthesis of prostaglandins, e.g., *PTGS2* and *PTGES* (Fig 3A), and positively regulates catabolic enzymes that function to degrade prostaglandins, e.g., *HPGD* and *PTGR1* (Fig 3A). These data suggest stimulated MdESFs compensate for the effect of 8-br-cAMP by modulating the prostaglandin synthesis and signaling pathways, further suggesting that PGE2 is likely the natural ligand of MdESF activating the cAMP/PKA pathway.

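The receptor gene PTGER4 and the cyclooxygenase gene PTGS2 fell with 8-br-cAMP/MPA, HPGD and PTGR1, which inactivate prostaglandins, rose, and PTGES did not pass the test. PTGER4, the EP4 receptor that couples PGE2 to cAMP, fell to 3.18 ± 0.244 CPM, a log2 fold change of -2.37 (SE 0.117, adjusted p = 3.4e-14). PTGS2, the inducible cyclooxygenase, went from 332 ± 56.3 to 5.97 ± 2.56 CPM, a log2 fold change of -5.77 (SE 0.322, adjusted p = 1.4e-08). PTGS1, its constitutive relative, changed by -1.67 (SE 0.0794, adjusted p = 1.5e-14). PTGES, the PGE2 synthase, stood at 13.2 ± 0.954 CPM without and 13.5 ± 0.785 CPM with the stimuli, a log2 fold change of 0.03 (SE 0.201, adjusted p = 0.89). HPGD, the dehydrogenase that opens the breakdown of PGE2, rose by 6.53 (SE 0.372, adjusted p = 2.0e-08), and PTGR1, the reductase of the following step, by 1.30 (SE 0.0913, adjusted p = 1.7e-11). PLA2G4A, the phospholipase that frees arachidonic acid, changed by -2.70 (SE 0.116, adjusted p = 2.7e-15) and the thromboxane receptor TBXA2R by -7.74 (SE 0.175, adjusted p = 3.7e-20). PTGDR2, a receptor for prostaglandin D2 without any count in unstimulated MdESF, reached 4.48 ± 0.777 CPM (unscaled) with the stimuli (314 counts over 3 libraries), at least 111-fold above a floor of 3 counts. Of the 11 prostaglandin genes that Fig 3 shows and that could be tested 2 rose and 6 fell (2 and 6 adjusted over the list alone). They are the study's choice, so the count is not independent evidence.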

**Fig 3:**
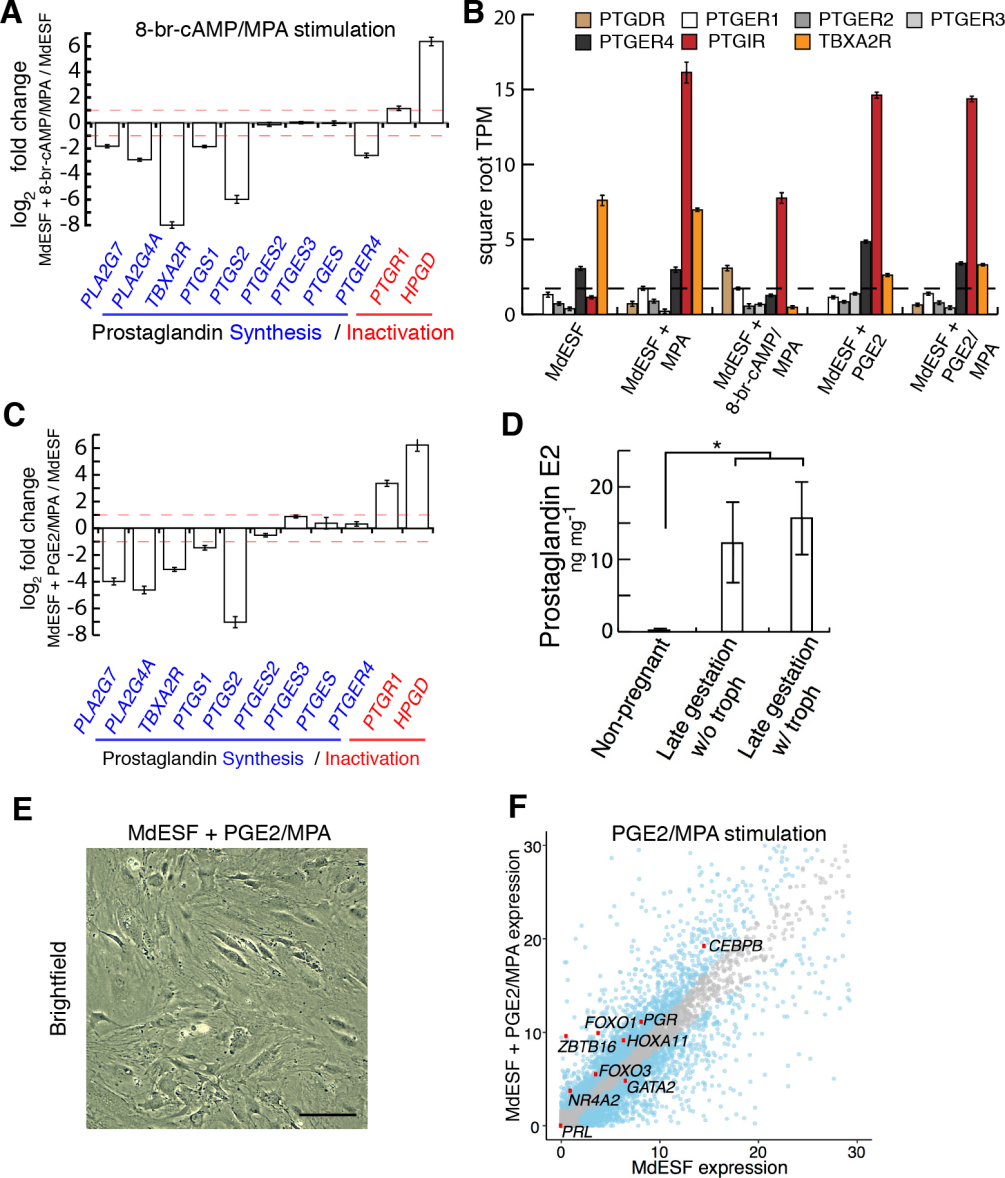
Transcriptomic and morphological response of MdESF to MPA and PGE2. (A) Transcriptional response of KEGG pathway genes associated with prostaglandin signaling in MdESF treated with decidualizing stimuli for 2 days relative to unstimulated control (*n* = 3, log2 fold change shown). Red dashed line represents 2-fold change. (B) Expression of orthologous receptors in MdESF for prostaglandin signaling pathways in unstimulated MdESF or stimulated for 2 days with MPA alone, 8-br-cAMP/MPA, PGE2 alone, or PGE2/MPA. Average square root TPM of three replicates is shown. Error bars show standard error of the mean. (C) Transcriptional response of prostaglandin synthesis and inactivation genes in MdESF treated for 2 days with PGE2/MPA. Fold change relative to unstimulated control is shown (*n* = 3, log2 fold change shown). Red dashed line represents 2-fold change. (D) Increased PGE2 (in ng per mg total protein) in pregnant (late gestation, 13.5 days) versus nonpregnant *M*. *domestica* females (*n* = 2 females per sample) as measured by ELISA (*, two-tailed *t* test on log transformed data, *p* = 0.014). (E) MdESF treated for 2 days with PGE2/MPA do not exhibit the dendritic phenotype. Scale bars are 10 μm. (F) Transcriptional response of core regulatory genes involved in eutherian decidualization in MdESF treated with PGE2/MPA for 2 days. Blue dots represent significant differential expression relative to unstimulated MdESF (*n* = 3, *p* < 10^−6^). Grey dots represent no significant change in expression. Each point represents the mean of three replicates. Underlying data are provided in S1 Data (Fig 3A–3D) and S2 Data (Fig 3F). KEGG, Kyoto Encyclopedia of Genes and Genomes; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2; TPM, transcripts per million.

A survey of RNAs present in unstimulated MdESF showed that only two prostaglandin signaling receptors, *PTGER4* and *TBXA2R*, are expressed in these cells (Fig 3B). 

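Among the 6 prostanoid receptor genes found in the count table, of 9 looked for, PTGER4 and TBXA2R lead in unstimulated MdESF. PTGIR and PTGER1 are present at far lower levels. TBXA2R, the thromboxane receptor, has 42.7 ± 4.08 CPM and PTGER4, the EP4 receptor for PGE2, 16.7 ± 1.96 CPM (unscaled; SD, n = 3). PTGIR, the prostacyclin receptor, has 1.75 ± 0.204 CPM, and PTGER1 and PTGER2, further PGE2 receptors, 1.05 ± 0.439 and 0.327 ± 0.182 CPM on the same unscaled basis. PTGDR2 has no count in the 3 libraries, which places it below the level of 3 counts over the group.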

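The libraries of MdESF given 10 µM PGE2 alone or with 1 µM MPA for 2 days, 3 per condition, belong to the same deposited table of HTSeq counts per gene as the unstimulated libraries. PGE2 raises cAMP in cells that carry its receptors EP2 or EP4, and MPA adds a progestin. The libraries carry 17.4 to 22.5 M counted reads with PGE2 and 16.4 to 20.3 M with PGE2/MPA, and were fitted together with the other 9 libraries under the same criteria (1.5-fold, adjusted p below 1e-06). With PGE2 alone 1830 genes rose and 2146 fell, and with PGE2/MPA 2080 rose and 2360 fell. Of the tested genes 76.9% and 78.2% have no overlap between the conditions' libraries, against 10% by chance. Between 8-br-cAMP/MPA and PGE2/MPA, 2062 genes were higher with 8-br-cAMP/MPA and 1791 lower. With library totals in place of TMM factors these numbers are 1584 and 2800, as the median gene then moves by -0.21 on the log2 scale. The libraries of these PGE2 treatments lie apart from the other 9 on the first principal component (43.3% of the variance).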

In order to test whether PGE2 could be the natural ligand inducing intracellular cAMP signaling in these cells, we assayed by RNAseq the response of MdESF to PGE2 with and without MPA. KEGG pathway genes involved in prostaglandin synthesis and inactivation exhibited similar differential regulation in response to PGE2/MPA as do decidualizing stimuli, suggesting similar regulatory responses by MdESF (Fig 3C). 

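PTGS2, PLA2G4A and PLA2G7 fell and HPGD and PTGR1 rose with PGE2/MPA, the directions that PTGS2, PLA2G4A, HPGD and PTGR1 also took with decidualizing stimuli. PTGS2 dropped to 2.74 ± 1.00 CPM, a log2 fold change of -6.90 (SE 0.358, adjusted p = 5.9e-09), and PLA2G4A changed by -4.51 (SE 0.139, adjusted p = 8.5e-18). PLA2G7, a lipoprotein-bound phospholipase, changed by -3.87 (SE 0.116, adjusted p = 4.6e-18). HPGD reached 282 ± 23.9 CPM with a log2 fold change of 6.31 (SE 0.371, adjusted p = 2.2e-08), and PTGR1 rose by 3.47 (SE 0.0983, adjusted p = 1.6e-18). PTGES3, a p23 co-chaperone with PGE2 synthase activity, rose by 0.99 (adjusted p = 1.6e-13). PTGES and PTGER4 differ by 0.49 (adjusted p = 0.036) and 0.42 (adjusted p = 2.9e-04), which do not pass at 1e-06. PTGER4 departs from the likeness: it has 2.89 CPM with 8-br-cAMP/MPA and 23.3 CPM with PGE2/MPA, against 16.7 CPM unstimulated. PGE2 alone brings PTGER4 to 45.5 CPM (all unscaled). Of the 11 prostaglandin genes of Fig 3 tested 3 rose and 5 fell (3 and 5 adjusted over the list alone), a list that the study drew up itself. From this likeness the paper proposes that MdESF answer PGE2/MPA and decidualizing stimuli with similar regulation.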

Interestingly, a survey of prostaglandin signaling components revealed a strong up-regulation of the prostacyclin receptor (*PTGIR*) across all treatment groups (Fig 3B). 

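The deposited row of PTGIR (ENSMODG00000009211), the prostacyclin receptor, has fewer counts in every treatment than in unstimulated MdESF. Over the 3 libraries of each condition PTGIR has 129 counts unstimulated, 24 with 8-br-cAMP/MPA, 17 with MPA, 0 with PGE2 and 1 with PGE2/MPA. PTGIR differs by -2.15 (SE 0.336, adjusted p = 8.1e-06) with 8-br-cAMP/MPA and by -2.49 (SE 0.364, adjusted p = 6.1e-06) with MPA, short of the adjusted p of 1e-06. The lower level passes with the likelihood ratio test (adjusted p = 9.8e-12) and the test without a filter (adjusted p = 3.1e-07) for 8-br-cAMP/MPA, and with the likelihood ratio test (adjusted p = 7.5e-13) and the test without a filter (adjusted p = 9.9e-08) for MPA. With PGE2 its level lies at least 34.4-fold below the unstimulated level, taking a floor of 3 counts over the group. With PGE2/MPA the ratio of the unstimulated level to the treated level is 96.9 (95% counting interval 17.1 to 3857). TBXA2R, the receptor for thromboxane, fell with PGE2 and with PGE2/MPA, by log2 fold changes of -2.35 (adjusted p = 1.3e-15) and -2.97 (adjusted p = 5.7e-17).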

Uterine tissue from pregnant and nonpregnant *M*. *domestica* showed substantially higher amounts of PGE2 in pregnant females versus nonpregnant females, suggesting that PGE2 increases in utero during gestation (Fig 3D). Contrary to treatment with decidualizing stimuli, MdESF treated with PGE2 and with or without MPA did not exhibit a readily apparent dendritic phenotype (Fig 3E, S4A Fig). Nevertheless, PGE2/MPA-treated MdESF do show elevated levels of intracellular ROS (S4B Fig).

We next investigated the effect of PGE2/MPA on the expression of core decidualization regulatory genes. Remarkably, all 22 decidual TF regulatory genes expressed in 8-br-cAMP/MPA–stimulated MdESF cells are also expressed in PGE2/MPA-stimulated cells (Fig 3F, S2A Fig), showing a marked nonparametric correlation in expression levels (Spearman’s rho = 0.863, *p* = 3.46 × 10^−9^), and 12 of the 13 up-regulated genes under 8-br-cAMP/MPA are also up-regulated with PGE2/MPA. However, this up-regulation was not seen when MdESFs were treated with PGE2 alone (S4C Fig), indicating a synergistic effect of elevated intracellular cAMP and components responding to MPA. 

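The TFs that 8-br-cAMP/MPA raised were, apart from GATA2, also higher with PGE2/MPA, with ZBTB16, NR4A2, KLF9 and FOXO1 rising most. At least 3 CPM was reached by 21 of the 27 TFs with PGE2/MPA, the same 21 as with 8-br-cAMP/MPA. Of the 26 tested 16 rose (adjusted p of 0.05), 12 of the 13 that 8-br-cAMP/MPA raised among them, and 8 fell (16 and 8 adjusted over the list alone). At 1.5-fold and 1e-06 11 rose and 5 fell (11 and 5 adjusted over the list alone). ZBTB16 reached 202 ± 8.06 CPM (log2 fold change 8.36, SE 0.144, adjusted p = 5.7e-22) and NR4A2 28.9 ± 1.16 CPM (log2 fold change 3.99, SE 0.115, adjusted p = 2.2e-18). KLF9 changed by 3.58 (SE 0.155, adjusted p = 9.1e-15) and FOXO1 by 2.88 (SE 0.0652, adjusted p = 3.5e-20). HOXA10 and HAND2 rose by 1.70 (adjusted p = 3.7e-15) and 1.04 (adjusted p = 6.3e-11), and HOXA11 and PGR by 1.15 (adjusted p = 2.2e-13) and 1.00 (adjusted p = 1.0e-12). The remaining gene of the 13, GATA2, fell by 0.80 on the log2 scale (adjusted p = 1.0e-08). The mean CPM of the 27 TFs with 8-br-cAMP/MPA and with PGE2/MPA has a Spearman correlation of 0.894 (permutation p = 1e-05, the smallest that 1e+05 permutations can give). This stands beside 0.675 and 0.713 between unstimulated MdESF and the same conditions, and 0.822 and 0.916 between MPA alone and these conditions. The permutation p treats the TFs as independent units and does not measure the spread between libraries.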

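PGE2 alone raised NR4A2, HOXA10, ZBTB16 and other TFs that 8-br-cAMP/MPA and PGE2/MPA raise, while FOXO1 and KLF9 did not pass the test. Of the 26 TFs tested 12 rose and 9 fell with PGE2 (adjusted p of 0.05), and 9 rose and 6 fell (9 and 6 adjusted over the list alone) at 1.5-fold and 1e-06. NR4A2 reached 88.8 ± 5.47 CPM (log2 fold change 5.6, SE 0.109, adjusted p = 3.6e-21), HOXA10 109 ± 3.01 CPM (log2 fold change 1.75, SE 0.0745, adjusted p = 2.5e-15) and ZBTB16 2.35 ± 0.138 CPM (log2 fold change 1.93, SE 0.244, adjusted p = 2.7e-07). HOXA11, NR2F2 and CEBPB rose by 0.83 (adjusted p = 7.3e-11), 1.95 (adjusted p = 5.8e-16) and 1.12 (adjusted p = 3.0e-09). MEIS1, PGR and STAT3 rose by 0.86 (adjusted p = 2.5e-11), 0.51 (adjusted p = 9.3e-08) and 0.75 (adjusted p = 9.0e-11). FOXO1 (log2 fold change 0.06, SE 0.0647, adjusted p = 0.43) and KLF9 (log2 fold change 0.06, SE 0.205, adjusted p = 0.81) did not pass. HAND2 and GATA2 fell, with log2 fold changes of -0.92 (adjusted p = 2.8e-09) and -1.24 (adjusted p = 9.5e-12). Departure from adding the effects of PGE2 and MPA on the log2 scale (the interaction) was measured in NR4A2 at -2.73 (SE 0.172, adjusted p = 2.2e-11), in ETS1 at 1.08 (SE 0.0959, adjusted p = 5.4e-09) and in FOXO1 at 0.71 (SE 0.0882, adjusted p = 7.8e-07). The interaction of FOXO1 does not pass without MPA replicate 1 (adjusted p = 1.8e-06), without MPA replicate 2 (adjusted p = 1.7e-06), without PGE2 replicate 1 (adjusted p = 1.1e-06), without PGE2 replicate 2 (adjusted p = 6.8e-06), without PGE2 replicate 3 (adjusted p = 7.9e-06), without PGE2/MPA replicate 1 (adjusted p = 4.1e-06), without PGE2/MPA replicate 2 (adjusted p = 3.2e-06), without PGE2/MPA replicate 3 (adjusted p = 3.5e-06), without unstimulated replicate 1 (adjusted p = 4.9e-06) or without unstimulated replicate 3 (adjusted p = 2.2e-06), nor with a fit of only the groups compared (adjusted p = 6.2e-06) or a replicate block (adjusted p = 2.4e-06). That of HAND2 (log2 fold change 0.06, adjusted p = 0.70), HOXA10 (log2 fold change 0.15, adjusted p = 0.26) and CEBPB (log2 fold change -0.19, adjusted p = 0.27) did not pass. From the response to PGE2/MPA and its reported absence with PGE2 alone, the paper concludes that cAMP and components answering MPA act in synergy.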

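PRL, IGFBP1, CGA and SST stayed at or near 0 counts in MdESF given MPA, PGE2 or PGE2/MPA for 2 days. PRL has 1 count, in the PGE2 libraries, and CGA none under any of these treatments. IGFBP1, an insulin-like growth factor binding protein of human decidua, has 13 counts with MPA (0.220 ± 0.101 CPM, unscaled, at least 5.43-fold above a floor of 3 counts in unstimulated MdESF) and 0 with PGE2 or PGE2/MPA. SST, the somatostatin gene, has 2 counts with MPA. The floor of 3 counts per group is, unscaled, 0.0514 CPM with MPA, 0.0509 CPM with PGE2 and 0.0539 CPM with PGE2/MPA.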

Similar to the response to MPA alone and 8-br-cAMP/MPA, previously characterized marker genes of human decidualization did not respond to 2-day treatment with either PGE2 or PGE2/MPA (Table 2). We conclude that responding to PGE2 signaling is a physiological part of MdESF biology and that PGE2/MPA also regulates the expression of the same TF network as 8-br-cAMP/MPA treatment. Moreover, the results suggest that this PGE2/MPA-induced TF network is homologous to that activated during the differentiation of human DSCs.

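FOXO1, KLF9, ZBTB16, NR4A2 and HOXA10 are up with both 8-br-cAMP/MPA and PGE2/MPA, and HOXA10, NR4A2 and HAND2 are higher with 8-br-cAMP/MPA than with PGE2/MPA. Directly compared, HOXA10 differs by 1.56 (SE 0.0707, adjusted p = 6.8e-15), NR4A2 by 0.90 (SE 0.0791, adjusted p = 8.2e-10) and HAND2 by 1.72 (SE 0.0759, adjusted p = 4.4e-15). FOXO1 differs by -0.20 (SE 0.0595, adjusted p = 0.0039) and KLF9 by -0.28 (SE 0.121, adjusted p = 0.041). Of the 26 TFs 8 are higher with 8-br-cAMP/MPA and 5 lower at 1.5-fold and 1e-06 (8 and 5 adjusted over the list alone). The Spearman correlation of their fold changes is 0.855, beside 0.445 (-0.00103 to 0.809) in simulated data without any effect in which both treatments share the same 3 control libraries. Without effects the whole correlation comes from those libraries, so the simulated value does not measure their part in 0.855. With MPA alone the correlation is 0.619 for 8-br-cAMP/MPA and 0.558 for PGE2/MPA. The paper concludes that answering PGE2 belongs to the physiology of MdESF and that PGE2/MPA regulates the same TF network as 8-br-cAMP/MPA.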

**Table 2:** Response of decidualization marker genes in MdESF treated with either PGE2 or PGE2/MPA. Mean TPM of three replicates is shown.

Gene/Treatment	PGE2	PGE2/MPA
*PRL*	0.04	0.00
*IGFBP1*	0.00	0.00
*CGA*	0.00	0.00
*SST*	0.00	0.00

**Abbreviations:** PGE2, prostaglandin E2; MPA, medroxyprogesterone acetate; TPM, transcripts per million.

### PGE2-induced stress response in MdESF

We next asked if, as seen in cells treated with decidualizing stimuli, PGE2/MPA treatment also induced a stress response in MdESF. We surveyed differential expression of genes involved in oxidative stress response, apoptosis, and ROS-associated ER stress (unfolded protein response [UPR]) (Fig 4). 

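GPX3, GPX4, GCLM, SOD1 and CAT rose in MdESF with both 8-br-cAMP/MPA and PGE2/MPA; SOD3 was higher under both without passing the adjusted p of 1e-06. GPX3, a secreted glutathione peroxidase, went from 4.87 ± 0.379 to 92.5 ± 1.94 CPM with 8-br-cAMP/MPA (log2 fold change 4.25, SE 0.201, adjusted p = 3.0e-10) and 568 ± 86.5 CPM with PGE2/MPA (log2 fold change 6.86, SE 0.209, adjusted p = 2.3e-12). GPX4, the peroxidase of membrane lipids, changed by 2.17 (adjusted p = 1.2e-16) and 2.33 (adjusted p = 4.2e-17), and GCLM, a subunit of the enzyme that begins glutathione synthesis, by 1.74 (adjusted p = 2.1e-15) and 1.20 (adjusted p = 1.3e-12). Cytosolic superoxide dismutase, SOD1, changed by 1.38 (adjusted p = 7.0e-10) and 1.16 (adjusted p = 6.7e-09), and catalase, CAT, by 1.74 (adjusted p = 9.8e-14) and 3.22 (adjusted p = 3.4e-18). SOD3, the extracellular superoxide dismutase, differs by 1.06 (adjusted p = 0.0018) with 8-br-cAMP/MPA and 2.09 (adjusted p = 7.4e-06) with PGE2/MPA. When only the groups compared are fitted SOD3 passes under both (adjusted p = 1.2e-07 and 6.5e-13), and under PGE2/MPA it also passes with the likelihood ratio test and with DESeq2. MPA alone raised GPX3 by 4.59 (adjusted p = 3.9e-10), a call that ends with a fit of only the groups compared (adjusted p = 4.4e-06), and GPX4 by 1.26 (adjusted p = 6.1e-12). SOD3 differs by 2.24 (adjusted p = 8.4e-06) with MPA alone, and GCLM, SOD1 and CAT by 0.11 (adjusted p = 0.21), 0.46 (adjusted p = 8.6e-04) and 0.47 (adjusted p = 1.3e-04). That of SOD3 passes without MPA replicate 3 (adjusted p = 4.7e-10) and with DESeq2 (adjusted p = 7.4e-22) and the likelihood ratio test (adjusted p = 5.4e-20). Between 8-br-cAMP/MPA and MPA alone GPX3 differs by -0.35 (adjusted p = 0.061). Of the 13 oxidative stress genes that the study selected 9 rose and 0 fell (9 and 0 adjusted over the list alone) with 8-br-cAMP/MPA and 8 rose and 0 fell (8 and 0 adjusted over the list alone) with PGE2/MPA, a selection that is not independent evidence.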

MdESF treated with either 8-br-cAMP/MPA or PGE2/MPA significantly up-regulated genes associated with counteracting oxidative stress, including *GCLM*, *GPX3*, *GPX4*, *SOD1*, *SOD3*, and *CAT* (Fig 4A). Both treatments up-regulated the apoptotic genes *BCL2L11 (BIM)* and *GADD45A* (Fig 4B). In contrast to treatment with PGE2/MPA, cAMP/MPA induced a distinct stress response in genes associated with UPR and TNF-related apoptosis-inducing ligand (TRAIL)-related apoptosis, up-regulating *ERN1 (IRE1)*, *HSPA5*, *HSP90B1*, *HSP90AA1*, *CALR*, and *TNFSF10* (Fig 4B and 4C). 

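BCL2L11 and GADD45A, a BH3-only killer of the BCL2 family and a sensor of growth arrest, rose with both treatments. BCL2L11 went from 2.7 ± 0.105 CPM to 7.51 ± 1.37 CPM with 8-br-cAMP/MPA (log2 fold change 1.48, SE 0.148, adjusted p = 7.7e-09) and 13.4 ± 0.940 CPM with PGE2/MPA (log2 fold change 2.30, SE 0.141, adjusted p = 1.4e-12). GADD45A went from 22.7 ± 3.36 CPM to 147 ± 14.7 CPM (log2 fold change 2.7, SE 0.135, adjusted p = 2.1e-11) and 58.9 ± 3.12 CPM (log2 fold change 1.38, SE 0.135, adjusted p = 1.0e-07). The rise of GADD45A with PGE2/MPA no longer passes without PGE2/MPA replicate 1 (adjusted p = 1.5e-06), without PGE2/MPA replicate 2 (adjusted p = 1.7e-06), without unstimulated replicate 1 (adjusted p = 2.0e-06) or without unstimulated replicate 2 (adjusted p = 2.8e-06), nor with the test without a filter (adjusted p = 3.8e-06) or a replicate block (adjusted p = 1.7e-06). That of BCL2L11 with 8-br-cAMP/MPA no longer passes in a fit of only the groups compared (adjusted p = 1.0e-06). PGE2 alone raised BCL2L11 by 1.75 (adjusted p = 3.4e-10). GADD45A was lower with PGE2 alone than unstimulated, at 5.76, 6.45 and 8.27 CPM in the 3 libraries. Of the 6 apoptosis genes tested of Fig 4B, which the study selected, 4 rose and 1 fell (4 and 1 adjusted over the list alone) with 8-br-cAMP/MPA and 2 rose and 1 fell (2 and 1 adjusted over the list alone) with PGE2/MPA.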

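HSPA5, HSP90B1, CALR and TNFSF10 were higher with 8-br-cAMP/MPA than with PGE2/MPA, whereas HSP90AA1 was not. HSPA5 (BiP), the main chaperone of the ER, rose with 8-br-cAMP/MPA by 1.78 (SE 0.0935, adjusted p = 9.1e-14) and differs with PGE2/MPA by 0.22 (SE 0.0910, adjusted p = 0.032). The direct difference is 1.56 (SE 0.0929, adjusted p = 9.6e-13). HSP90B1 (GRP94), the HSP90 of the ER, rose by 2.43 (adjusted p = 2.0e-16) and 0.89 (adjusted p = 4.1e-09), a difference of 1.54 (adjusted p = 4.6e-13). The lectin chaperone CALR rose by 1.66 (adjusted p = 6.0e-16) with 8-br-cAMP/MPA, a difference of 1.19 (adjusted p = 2.2e-13). TNFSF10 (TRAIL), a death ligand, rose by 1.50 (adjusted p = 5.5e-10) and differs by -0.12 (adjusted p = 0.47) with PGE2/MPA, a difference of 1.62 (adjusted p = 3.2e-10). ERN1, the ER stress sensor IRE1, rose by 1.31 (adjusted p = 5.3e-13) with 8-br-cAMP/MPA and 0.60 (adjusted p = 3.4e-07) with PGE2/MPA. The rise of ERN1 with PGE2/MPA no longer passes without PGE2/MPA replicate 2 (adjusted p = 6.9e-06), without PGE2/MPA replicate 3 (adjusted p = 7.5e-06), without unstimulated replicate 1 (adjusted p = 9.1e-06) or without unstimulated replicate 2 (adjusted p = 5.0e-06), nor with a fit of only the groups compared (adjusted p = 4.6e-06) or a replicate block (adjusted p = 1.2e-06). The difference of ERN1 between the treatments, 0.71 (adjusted p = 1.6e-08), no longer passes with library totals (adjusted p = 2.0e-06). HSP90AA1, a cytosolic HSP90, differs by 1.26 (adjusted p = 6.7e-06) with 8-br-cAMP/MPA, short of 1e-06, rose by 1.80 (adjusted p = 1.6e-08) with PGE2/MPA, and differs between the treatments by -0.54 (adjusted p = 0.0079). Its difference with 8-br-cAMP/MPA passes without 8-br-cAMP/MPA replicate 2 (adjusted p = 6.0e-07) and with DESeq2 (adjusted p = 1.7e-08), the likelihood ratio test (adjusted p = 7.5e-10) and the test without a filter (adjusted p = 7.2e-08). Of 38 ER chaperone and unfolded protein response genes 21 were higher with 8-br-cAMP/MPA than with PGE2/MPA and 1 was lower (21 and 1 adjusted over the list alone; camera adjusted p = 4.0e-06; adjusted p = 0.43 with an estimated correlation). Among them are DERL3 at 3.29 (adjusted p = 4.1e-12) and CRELD1 at 2.95 (adjusted p = 7.3e-15).

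**Figure D3:**
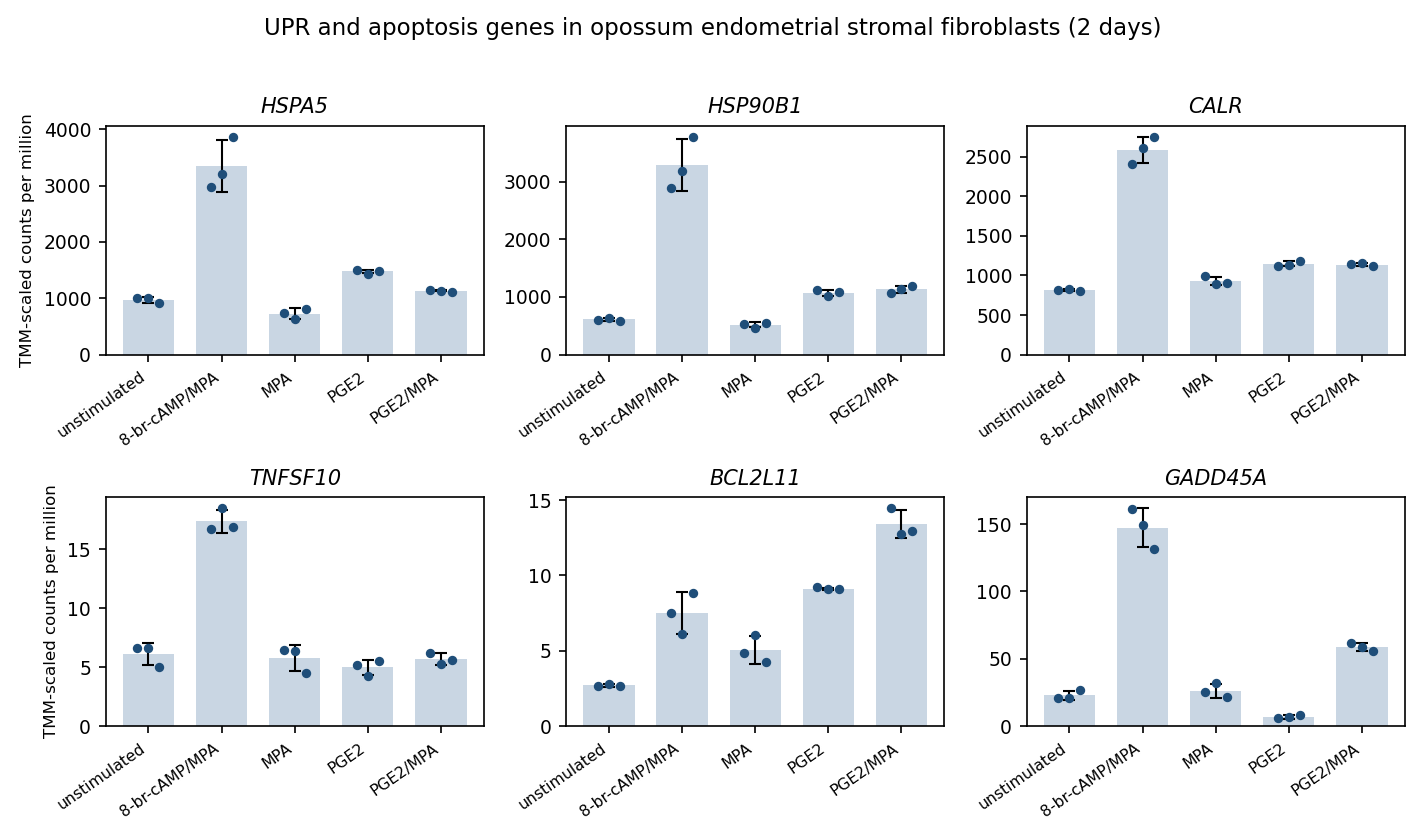
RNA levels of 6 genes of protein folding and cell death in MdESF. Bars, mean TMM-scaled CPM; points, the 3 libraries of each condition; error bars, SD (n = 3).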

Lastly, to determine if clusters of genes associated with oxidative stress and apoptosis were differentially expressed in both cAMP/MPA and PGE/MPA, we analyzed GO term clusters shared between the treatments. This analysis also suggested a shared stress response in MdESF treated with decidualizing stimuli or PGE2/MPA, in which GO terms associated with stress and inflammation, e.g., “regulation of reactive oxygen species metabolism,” “protein folding,” and “leukocyte degranulation,” were shared between these treatments (S2D Fig, S5 Fig). Similarly, PGE2 alone and PGE2/MPA shared GO terms specifically related to “hypoxia,” “autophagy,” and “regulation of cell death” (S5 Fig, S6 Fig). These results suggest that PGE2/MPA, signals that are present in the pregnant opossum uterus, induce a stress response similar to treatment with 8-br-cAMP/MPA, including elevated levels of intracellular ROS (one-tailed *t* test on log transformed data, *p* = 0.0186), but without the dendritic morphological response (Fig 3E, S4B Fig). 

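The NRF2 targets MGST1 and NQO1 and the respiratory chain genes NDUFB6, UQCRC2 and SDHC rose with PGE2/MPA, alongside part of the protein folding genes, while more targets of the integrated stress response fell than rose. Of the 18 NRF2 targets 9 rose and 1 fell (9 and 1 adjusted over the list alone; camera adjusted p = 0.0092; adjusted p = 0.33 with an estimated correlation). MGST1 rose by 3.52 (adjusted p = 6.4e-10) and the quinone reductase NQO1 by 2.27 (adjusted p = 8.8e-15). Of the 57 respiratory chain genes 22 rose and 0 fell (22 and 0 adjusted over the list alone; camera adjusted p = 4.6e-06; adjusted p = 0.36 with an estimated correlation). NDUFB6 of complex I rose by 3.14 (adjusted p = 2.7e-19), UQCRC2 of complex III by 1.81 (adjusted p = 2.9e-17) and SDHC of complex II by 1.80 (adjusted p = 1.5e-15). Of the 38 ER chaperone and unfolded protein response genes 12 rose and 5 fell (12 and 5 adjusted over the list alone; camera adjusted p = 0.27; adjusted p = 0.75 with an estimated correlation). Of the 24 genes that remove peroxide and superoxide 8 rose and 5 fell (8 and 5 adjusted over the list alone; camera adjusted p = 0.17; adjusted p = 0.59 with an estimated correlation). Of 16 cytosolic heat shock genes 6 rose and 0 fell (6 and 0 adjusted over the list alone). Of 26 targets of the integrated stress response 2 rose and 11 fell (3 and 11 adjusted over the list alone; camera adjusted p = 0.0011; adjusted p = 0.26 with an estimated correlation). Between the treatments 14 of these targets are higher with 8-br-cAMP/MPA than with PGE2/MPA and 3 lower (14 and 3 adjusted over the list alone; camera adjusted p = 0.0015; adjusted p = 0.40 with an estimated correlation). Of 21 inflammatory genes 6 rose and 8 fell (6 and 8 adjusted over the list alone) with 8-br-cAMP/MPA and 4 rose and 4 fell (4 and 4 adjusted over the list alone) with PGE2/MPA. Of the 5 leukocyte marker genes tested 1 rose and 0 fell (1 and 0 adjusted over the list alone) with 8-br-cAMP/MPA. KRT18, the keratin that falls with 8-br-cAMP/MPA, changed by -6.52 (adjusted p = 2.8e-14) with PGE2/MPA.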

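Hypoxia genes rose more often than they fell with PGE2 and with PGE2/MPA, ANKRD37 among them, but SERPINE1 fell under both. Autophagy genes and genes that promote apoptosis moved in both directions, with BNIP3L and BCL2L11 up and ATG7 and GADD45B down. Of 30 hypoxia genes 10 rose and 4 fell (10 and 4 adjusted over the list alone; camera adjusted p = 0.013; adjusted p = 0.58 with an estimated correlation) with PGE2. With PGE2/MPA 16 rose and 2 fell (17 and 2 adjusted over the list alone; camera adjusted p = 5.9e-05; adjusted p = 0.38 with an estimated correlation) in this list. ANKRD37, a target of HIF1, rose by 2.80 (adjusted p = 4.1e-15) with PGE2 and 2.13 (adjusted p = 7.0e-13) with PGE2/MPA. SERPINE1 (PAI-1), also a target of TGF-beta, changed by -4.90 (adjusted p = 8.3e-12) and -2.88 (adjusted p = 6.2e-10). Of 31 autophagy genes 5 rose and 3 fell (5 and 3 adjusted over the list alone; camera adjusted p = 0.33; adjusted p = 0.61 with an estimated correlation) with PGE2. In the same autophagy list 10 rose and 2 fell (11 and 2 adjusted over the list alone; camera adjusted p = 0.025; adjusted p = 0.34 with an estimated correlation) with PGE2/MPA. BNIP3L, a receptor for mitophagy, rose by 1.58 (adjusted p = 5.3e-14) and 1.63 (adjusted p = 2.5e-14), and ULK2, a kinase that starts autophagy, by 2.57 (adjusted p = 5.1e-14) with PGE2/MPA. ATG7, which lipidates LC3, changed by -1.48 (adjusted p = 8.3e-14) and -1.78 (adjusted p = 4.3e-15). Of 28 genes that promote apoptosis 5 rose and 5 fell (5 and 5 adjusted over the list alone) with PGE2 and 7 rose and 5 fell (7 and 6 adjusted over the list alone) with PGE2/MPA. GADD45B, a stress sensor, changed by -3.29 (adjusted p = 2.0e-17) and -1.42 (adjusted p = 2.3e-12).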

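Most genes that moved with both treatments moved the same way, among them MGST1, GPX3, FKBP5 and LAMP2 upward and SERPINE1, TAGLN and CTGF downward. Against unstimulated MdESF 796 genes rose with both 8-br-cAMP/MPA and PGE2/MPA, where 289 would be shared if the treatments were independent (n1 × n2 / N). Another 1194 fell with both, where 349.6 would, and 216 changed in opposite directions. The fold changes of all tested genes correlate at 0.556 (Pearson), beside 0.476 (0.433 to 0.497) in simulated data in which neither treatment has an effect and both share the 3 control libraries. Their covariance is 1.64, beside 0.0119 simulated, and no gene is shared in the simulated data. Without effects the whole simulated correlation comes from the shared libraries, so 0.476 does not measure their part in 0.556. Both treatments are compared with the same 3 libraries. The spread between libraries alone gave no shared gene in the simulation. A shift common to all 3 control libraries was not simulated and could still add shared genes. MPA is in both treatments too: 8-br-cAMP/MPA and MPA alone changed 1017 genes the same way, and MPA alone and PGE2/MPA 1138. Set against MPA in place of unstimulated MdESF, the treatments share 541 risen and 769 fallen genes (217 and 229 if independent), with a correlation of 0.404 and the 3 MPA libraries in common. The covariance of these fold changes is 0.894, and no data without effects were simulated for this comparison. TAGLN changed by -3.74 (adjusted p = 8.3e-19) and CTGF by -3.15 (adjusted p = 1.6e-18) with PGE2/MPA. LAMP2, a lysosomal membrane protein, rose by 2.91 (adjusted p = 3.3e-17) with 8-br-cAMP/MPA and 4.69 (adjusted p = 3.5e-20) with PGE2/MPA. Of the upward examples FKBP5, GPX3 and LAMP2 rose with MPA alone too, LAMP2 by 2.04 (adjusted p = 6.4e-14), a call that ends with a fit of only the groups compared (adjusted p = 1.9e-06). FKBP5, the steroid-induced chaperone partner, rose by 6.07 (adjusted p = 5.7e-22) with PGE2/MPA.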

We conclude that the in vitro 8-br-cAMP/MPA–induced stress reaction is mimicked with the more physiological PGE2/MPA treatment. Furthermore, these data are consistent with a conserved role for PGE2 during pregnancy of therian mammals.

**Fig 4:**
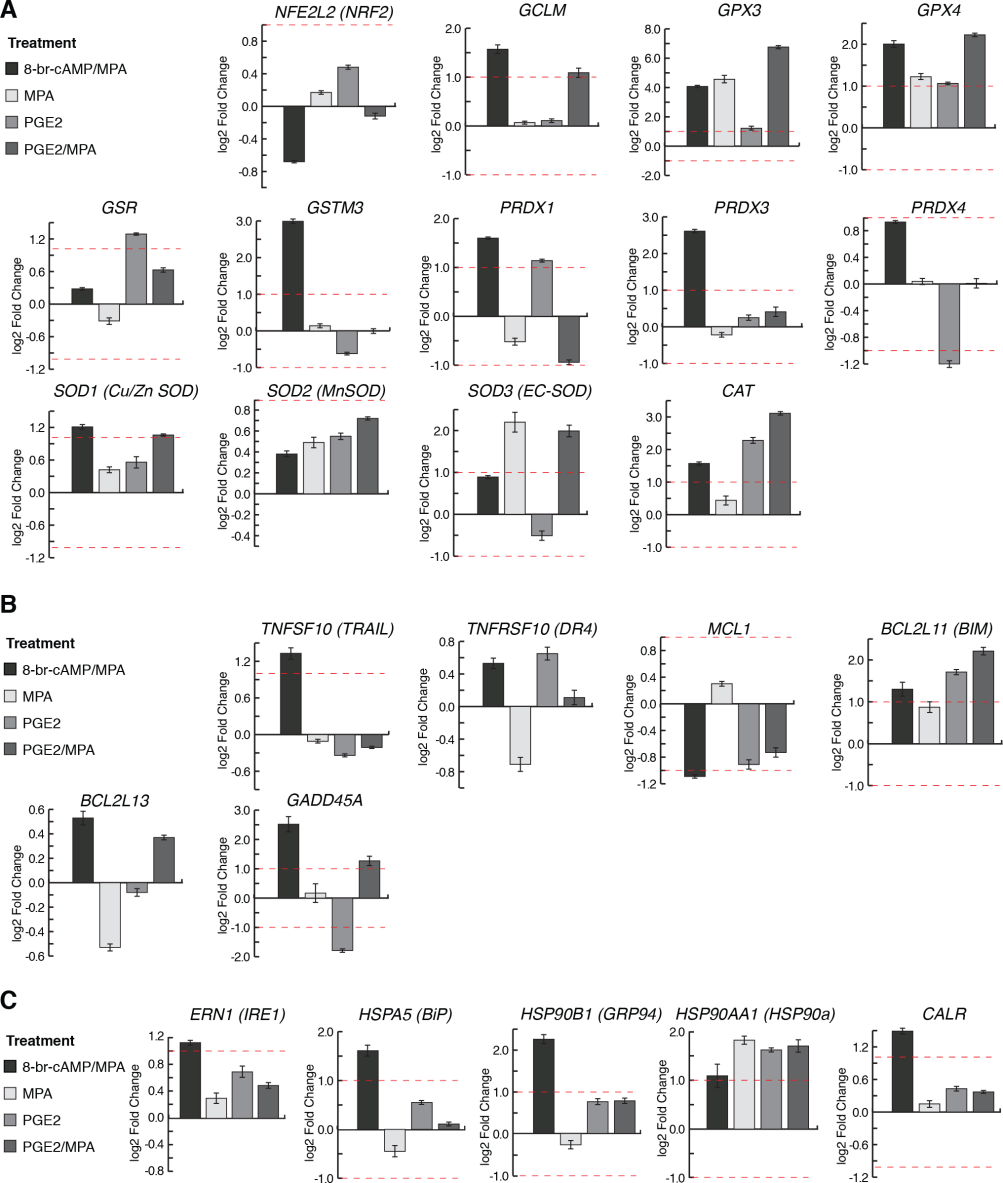
Stress-related gene expression changes in all MdESF 2-day treatments relative to unstimulated control. Genes of interest are shown that are known to be directly involved in (A) oxidative stress response; (B) apoptosis; (C) unfolded protein response in the ER due to oxidative stress. Underlying data are provided in S1 Data. ER, endoplasmic reticulum.

### Subcellular localization of FOXO1

In many cells, forkhead box class O (FOXO) TF family members generically function in stress response, counteracting oxidative stress, and apoptosis, as well as regulating gluconeogenesis and glycolysis [48]. FOXO1 also is an early acting TF in the differentiation of human DSCs [49]. Therefore, we sought to compare how *FOXO1* mRNA and FOXO1 protein stability and subcellular localization are regulated in opossum ESFs. As observed in human ESFs, *FOXO1* RNA is present in unstimulated MdESF, but FOXO1 protein is absent [16,50], likely due to protein kinase B (Akt)-dependent proteasomic degradation [48] (Fig 5A). 

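FOXO1 RNA is present in each of the 3 unstimulated libraries of MdESF, at 43.7, 41.0, 47.1 CPM (mean 43.9 ± 3.09 CPM, SD, n = 3). With PGE2 alone the FOXO1 level is 45.7 ± 2.37 CPM; with PGE2/MPA it is 323 ± 3.01 CPM. In the same unstimulated libraries the TFs CEBPB and HAND2 have 40.2 ± 4.87 and 29.8 ± 0.323 CPM. The counts measure RNA and not FOXO1 protein.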

In response to MPA treatment, FOXO1 accumulates in the cytoplasm (Fig 5B), suggesting MPA alone can counteract the proteasomic FOXO1 degradation. Decidualizing stimuli and treatment with PGE2/MPA resulted in nuclear translocation of FOXO1 as well as cytoplasmic loading (Fig 5C–5E), suggesting cAMP/PKA signaling controls FOXO1 nuclear localization. In response to induction of oxidative stress, FOXO1 behaved similarly to cAMP or PGE2 treatment, suggesting that post-translational modifications of FOXO1 act as a sensor of oxidative stress in MdESF (Fig 5F). Moreover, immunofluorescence on uterine sections from pregnant *M*. *domestica* females in the late stages of gestation (11.5 days post coitus [d.p.c.]) found nuclear FOXO1 in uterine stromal cells near the luminal epithelium, suggesting that FOXO1 activation is part of the physiological role of MdESF during pregnancy (Fig 5H). Strikingly similar results were obtained for FOXO1 in human DSCs (S7A Fig), suggesting post-translational regulatory control of FOXO1 as found in human DSCs in response to decidualizing stimuli has been inherited from the ancestral paleo-ESF and ancestrally was part of a PGE2-induced cell stress response (Fig 5G).

**Fig 5:**
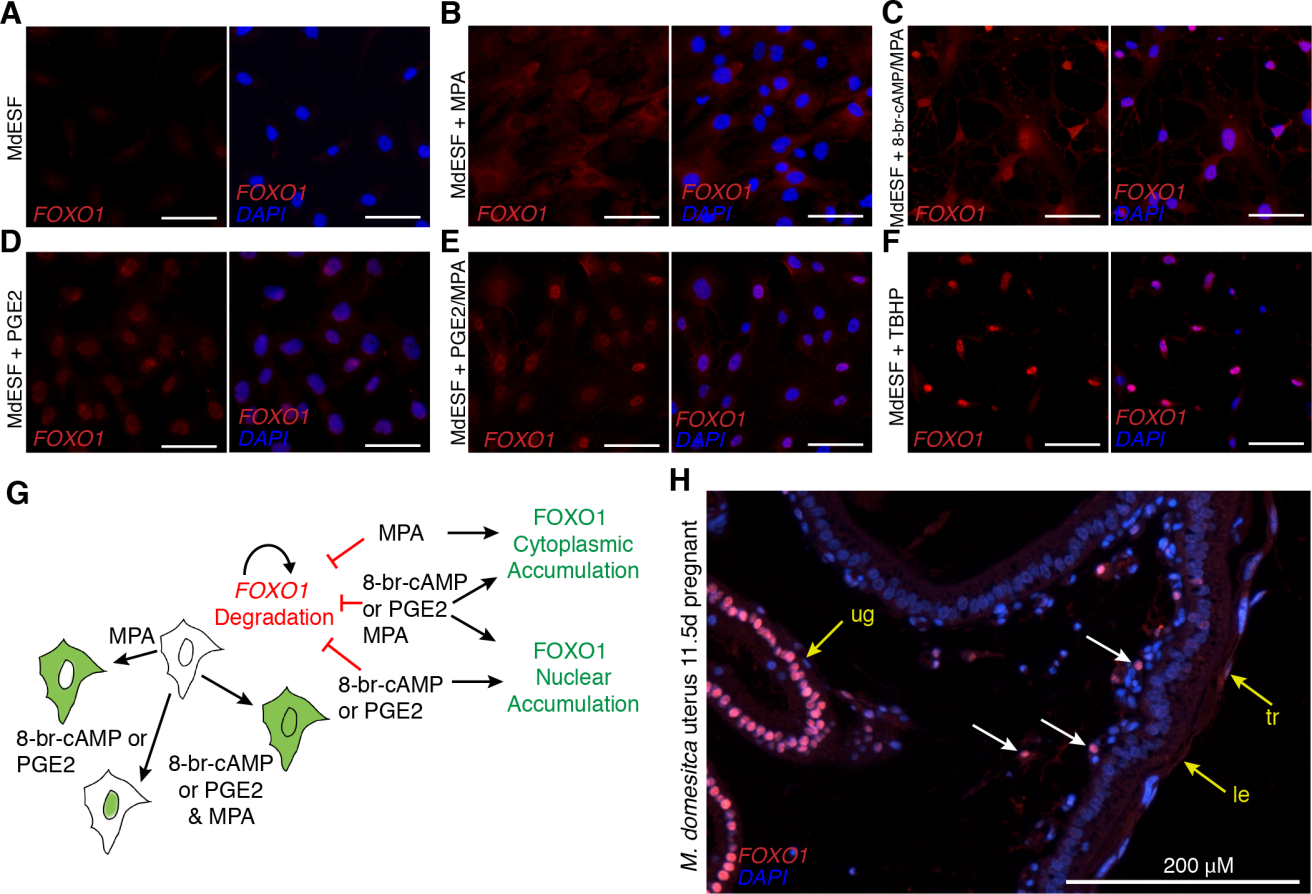
Post-translational regulatory control of FOXO1 by PGE2 and oxidative stress in MdESF. (A-H) Immunofluorescence of FOXO1 in MdESF and pregnant *M*. *dometica* uterus. (A) FOXO1 is not detected above background in unstimulated MdESF. (B) FOXO1 protein is detected in the cytoplasm but not in the nucleus in MdESF treated for 2 days with MPA alone. (C) FOXO1 translocates to the nucleus and is detected in the cytoplasm in MdESF treated with decidualzing stimuli 8-br-cAMP/MPA for 2 days. (D-E) FOXO1 is detected in the nucleus and cytoplasm in MdESF treated for 2 days with either PGE2 alone or PGE2/MPA. (F) Oxidative stress induces FOXO1 to translocate to the nucleus in MdESF treated with tert-butyl hydrogen peroxide TBHP for 2 hours. Scale bars are 10 μm. (G) Model showing post-translational regulatory control of FOXO1 in MdESF treated for 2 days with stimuli in this study. (H) FOXO1 immunofluorescence of uterine tissue in cross section during late gestation (11.5 d.p.c.). All samples counterstained with DAPI. Arrows indicate FOXO1 detection. cAMP, cyclic AMP; d.p.c., days post coitus; FOXO, forkhead box class O; le, luminal epithelium; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2; ug, uterine glands; TBHP, tert-butyl hydrogen peroxide; tr, trophoblast.

### FOXO counteracts apoptosis in opossum ESF

In order to assess the functional role of FOXO1 activation in opossum ESF, we assayed oxidative stress and apoptosis by treatment with 2′,7′ dichlorodihydrofluorescein diacetate (H2DCFDA) (to detect ROS) and propidium iodide (PI) (to detect early stages of apoptosis) in stimulated and unstimulated MdESF (Fig 6). Apoptosis, i.e., PI staining, was markedly elevated in MdESF treated with decidualizing stimuli (Fig 6A and 6B; 4-fold increase, one-tailed *t* test *p* = 2.0 10^−5^). That was also the case for PGE2/MPA but to a lesser degree (1.8-fold increase, one-tailed *t* test *p* = 0.015). To determine if FOXO TFs function in this stress response, we transfected MdESF with siRNAs targeting *FOXO1* and *FOXO3* RNA transcripts and subsequently treated them with 8-br-cAMP/MPA or PGE2/MPA. We confirmed depletion of *FOXO1* RNA (as well as *FOXO3* RNA) by qPCR and depletion of FOXO1 protein by western blot (S7B Fig, S7C Fig). siRNA-mediated knockdown (KD) of *FOXO1* and *FOXO3* increased signals for apoptosis (Fig 6A and 6B) (ANOVA on log transformed fluorescence values, KD effects *FOXO1* = 2.4-fold, *FOXO3* = 1.8-fold, overall ANOVA *p* = 5.91 10^−8^). Surprisingly, we did not find a significant interaction effect of *FOXO1* and *FOXO3* KD, suggesting they function additively in protecting against apoptosis (Fig 6A and 6B). However, there is no significant effect of *FOXO* KD on ROS levels in our data, suggesting that ROS production in response to decidualizing stimuli is not regulated by FOXO proteins.

**Fig 6:**
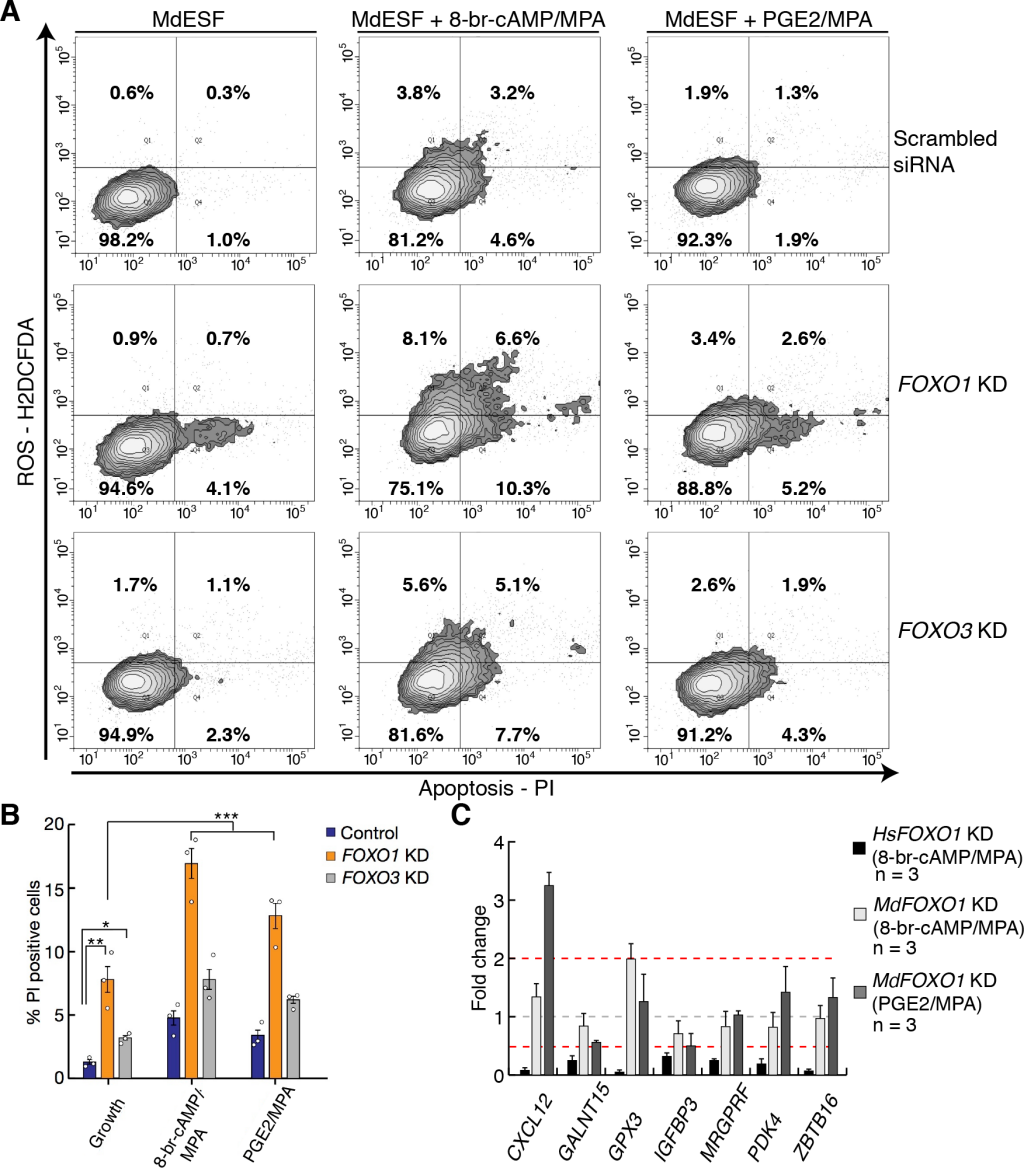
FOXO proteins counteract apoptosis in stimulated MdESF. (A) Treatment of MdESF with 8-br-cAMP/MPA or PGE2/MPA for 3 days results in more cells positive for ROS and apoptosis, PI staining (top panels). KD of *FOXO1* in unstimulated MdESF increases cell counts for apoptotic cells relative to control treated with scrambled siRNA control (middle, left panel). KD of *FOXO1* and treatment with cAMP/MPA or PGE2/MPA for 3 days significantly increased cell counts for apoptosis along with a moderate increase in ROS (middle panels). KD of *FOXO3* in unstimulated MdESF increases cell counts for ROS and apoptosis (bottom, left panel). KD of *FOXO3* and subsequent 3-day treatment with decidualizing stimuli or PGE2/MPA results in increased cell counts for ROS and apoptosis (bottom panels). Quadrants are set to maximum extent of boundaries in unstimulated MdESF treated with scrambled siRNA. Q1, positive for ROS only; Q2, positive for ROS and PI; Q3, negative for ROS and PI; Q4, negative for ROS and positive for PI. Percentage in each quadrant represents mean of three replicates. (B) Bar graph showing mean percent positive cells for quadrants 2 (ROS and PI positive) and 4 (PI positive only) (*n* = 3, 2-tailed *t* test, * *p* < 0.05, ** *p* < 0.005; ANOVA on log transformed fraction of cells, *** *p* = 5.91 × 10^−8^**).** Blue, scrambled siRNA control; orange, *FOXO1* KD; gray, *FOXO3* KD. Empty circles represent individual data points for each replicate. (C) Fold change of *FOXO1*-responsive genes in human DSCs in MdESF stimulated for 3 days with either 8-br-cAMP/MPA or PGE2/MPA in *FOXO1* perturbation background relative to stimulated control treated with scrambled siRNA. Data are the average of three replicates ± standard error of the mean. Underlying data are provided in S1 Data. cAMP, cyclic AMP; DSC, decidual stromal cell; FOXO, forkhead box class O; KD, knockdown; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2; PI, propidium iodide; ROS, reactive oxygen species; siRNA, small interfering RNA.

*FOXO1* KD resulted in marginally more cells positive for apoptosis than did *FOXO3* perturbation (Fig 6B; 1.31-fold, *p* = 0.045). These results suggest that the ancestral function of FOXO genes in paleo-ESF was similar to the highly conserved, pan-metazoan roles of FOXO genes in classical stress response [51]. Therefore, we hypothesized that the regulatory linkages downstream of FOXO1 have diverged since the eutherian–metatherian split. From a list of genes in human DSCs that are positively regulated by FOXO1 (i.e., decrease in expression after *FOXO1* KD and treatment with decidualizing stimuli), we selected seven genes that are also strongly up-regulated in MdESF stimulated with 8-br-cAMP/MPA or PGE2/MPA. 

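All 7 genes that the study selected, CXCL12, GALNT15, GPX3, IGFBP3, MRGPRF, PDK4 and ZBTB16, rose with PGE2/MPA, and all but GALNT15 passed with 8-br-cAMP/MPA. They were picked because they are raised in these libraries, so this is not independent evidence. CXCL12, a chemokine, went from 4.33 ± 0.188 to 24.1 ± 0.978 CPM with 8-br-cAMP/MPA (log2 fold change 2.47, SE 0.189, adjusted p = 1.1e-08) and 32.0 ± 4.47 CPM with PGE2/MPA (log2 fold change 2.88, SE 0.186, adjusted p = 1.2e-09). IGFBP3, which binds insulin-like growth factors, rose by 1.85 (adjusted p = 1.7e-11) and 2.58 (adjusted p = 1.3e-13). PDK4, a kinase that restrains pyruvate oxidation, rose by 3.09 (adjusted p = 1.7e-08) and 2.97 (adjusted p = 2.3e-08). GALNT15, a glycosyltransferase, differs by 1.34 (adjusted p = 2.0e-05) with 8-br-cAMP/MPA, short of 1e-06, and rose by 3.2 (adjusted p = 5.4e-09) with PGE2/MPA. The former passes with DESeq2 (adjusted p = 4.4e-13), the likelihood ratio test (adjusted p = 1.9e-13) and a fit of only the groups compared (adjusted p = 1.8e-10). MRGPRF, an orphan receptor, rose by 1.77 (adjusted p = 4.2e-07) and 2.01 (adjusted p = 8.4e-08). With 8-br-cAMP/MPA MRGPRF no longer passes without 8-br-cAMP/MPA replicate 1 (adjusted p = 3.3e-06), without 8-br-cAMP/MPA replicate 2 (adjusted p = 4.2e-06), without unstimulated replicate 1 (adjusted p = 6.7e-06), without unstimulated replicate 2 (adjusted p = 1.3e-05) or without unstimulated replicate 3 (adjusted p = 1.1e-05), nor with the test without a filter (adjusted p = 9.2e-06). With PGE2/MPA it no longer passes without PGE2/MPA replicate 2 (adjusted p = 1.1e-06), without unstimulated replicate 1 (adjusted p = 1.7e-06), without unstimulated replicate 2 (adjusted p = 3.2e-06) or without unstimulated replicate 3 (adjusted p = 3.1e-06), nor with the test without a filter (adjusted p = 2.4e-06). For PDK4 the rise with PGE2/MPA no longer passes without unstimulated replicate 2 (adjusted p = 1.1e-06). With MPA alone 3 rose and 0 fell (4 and 0 adjusted over the list alone) of the 7, and with PGE2 alone 3 rose and 0 fell (3 and 0 adjusted over the list alone). The call of GPX3 with MPA alone ends with a fit of only the groups compared.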

Of the seven genes, one, *IGFBP3*, significantly decreased in expression and all other genes either did not respond or increased in expression in response to *FOXO1* KD in MdESF (Fig 6C). This result suggests that FOXO1 transcriptionally regulates distinct sets of genes in MdESF and HsDSC. If we assume that the reproductive mode in MdESF is representative of the ancestral paleo-ESF, these data also suggest that the evolution of mammalian DSCs proceeded through modifying the target gene set of a largely conserved core GRN that includes *FOXO1*.

## Discussion

Here we show that, whereas human ESF respond to decidualizing stimuli with a compensated physiological phenotype, the opossum ESF exhibit a classic stress phenotype. This difference was also found, though to a lesser degree, when we used a more physiological signal, PGE2, instead of extracellular 8-br-cAMP. The responses of human and opossum ESFs were remarkably similar at the level of DSC regulatory gene expression, both in terms of transcriptional as well as post-translational regulation as in the case of FOXO1. While post-translational activation of FOXO1 is necessary in human cells for the expression of DSC effector genes, e.g., *PRL*, *IGFBP1*, etc., in opossum ESF, the functional role of activated FOXO1 is to protect the cells against apoptosis.

We propose that the signaling pathway and large parts of the TF network are homologous and to some degree conserved between eutherian DSC and marsupial MdESF, suggesting that these components were also present in paleo-ESF, i.e., prior to the evolutionary origin of DSCs. Furthermore, we hypothesize that there were at least two distinct molecular changes that led to the evolution of DSCs. On one hand, we find a small number of decidual TFs that are not expressed in stimulated MdESF, viz. members of the 5’ HoxD cluster *HoxD12*, *HoxD11*, and *HoxD9*, as well as *FOXM1*, *TFAP2C*, *PRRX2*, and *E2F8*. This suggests that one aspect of the evolution of the core GRN is the recruitment of additional TF genes through the evolution of cAMP response elements in existing or novel *cis*-regulatory elements. For example, in this list we find *E2F8*, which functions in regulating polyploidization [35], a derived feature of DSCs. On the other hand, we also find that DSC effector genes of the conserved TF network are different. Thus, another element by which the ancestral ESF cell type evolved into DSCs was the rewiring of gene regulation downstream of FOXO1 and other decidual regulatory genes, e.g., *CEBPB*, *PGR*, *HOXA10*, *HOXA11*, and *GATA2* (Fig 7). 

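HOXD12 has no count in any library, and HOXD11 and FOXM1 stay under 3 CPM in stimulated MdESF. E2F8, HOXD9, PRRX2 and TFAP2C reach 3 CPM under some treatments. HOXD11, a gene of the 5' HoxD cluster, has 0.663 ± 0.0906 CPM unstimulated and 2 counts with 8-br-cAMP/MPA, a ratio of 23.4 (95% counting interval 6.15 to 199, adjusted p = 1.3e-05) between them. It has no count with PGE2/MPA, at least 12.5-fold lower taking a floor of 3 counts. HOXD9 goes from 3.77 ± 0.243 to 1.07 ± 0.0288 CPM (log2 fold change -1.82, adjusted p = 4.2e-09) with 8-br-cAMP/MPA and stands at 5.79 ± 0.739 CPM with MPA. FOXM1 and E2F8, TFs of dividing cells, changed by -4.2 (adjusted p = 8.6e-11) and -5.95 (adjusted p = 1.3e-06) with 8-br-cAMP/MPA, to 0.376 and 0.177 CPM. With PGE2 alone FOXM1 has 2.68 CPM and E2F8 3.74 CPM, against 6.82 and 11.1 CPM unstimulated. PRRX2 keeps a mean above 3 CPM with 8-br-cAMP/MPA and has 11.5 ± 0.211 CPM with PGE2/MPA. TFAP2C, an AP-2 factor of trophoblast and epithelium, has 0.608 ± 0.183 CPM unstimulated, 0.362 ± 0.100 CPM with 8-br-cAMP/MPA (log2 fold change -0.71, adjusted p = 0.069) and 6.07 ± 0.258 CPM with PGE2 (log2 fold change 3.33, adjusted p = 1.5e-12). The lower level of TFAP2C with 8-br-cAMP/MPA passes without unstimulated replicate 1 (adjusted p = 0.033) and with library totals (adjusted p = 0.024).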

We tested this model by comparing the effect of *FOXO1* KD on effector gene expression and found that in fact the regulatory role of human FOXO1 in these cells is extensively different from that in opossum ESF. Exactly how this “downstream reprogramming” was effected in evolution is not known and needs to be the subject of further investigation, although previous work suggests that recruitment of transposable elements may have been a key factor [52,53].

**Fig 7:**
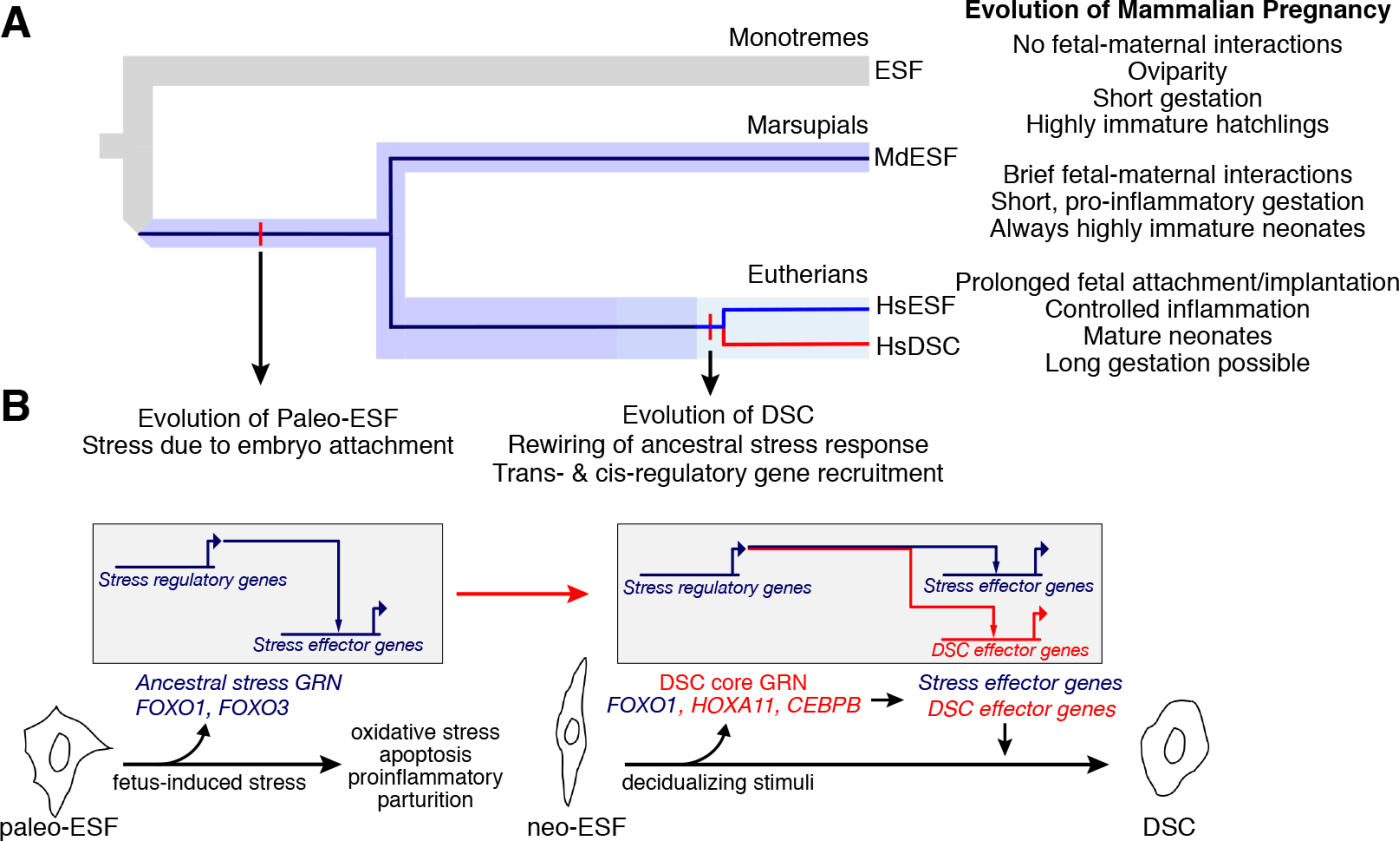
The eutherian mammal decidual cell type evolved from a cellular stress response. (A) Phylogeny showing the three major mammalian clades. Embedded in the species tree, the cell type tree for ESF and DSC cell types is drawn. Paleo-ESF is an ancestral cell type to crown group neo-ESF, such as human HsESF, which arose after the split of metatherian (marsupials) and eutherian (placental) mammals. The eutherian neo-ESF is defined by its ability to differentiate into DSC, which is the sister cell type to eutherian neo-ESF. (B) Proposed model of the evolution of eutherian DSC from a paleo-ESF ancestral cell type. Paleo-ESF underwent a stress response during the short gestational period in which fetal–maternal interactions lead the proinflammatory, stress-induced parturition seen in crown marsupials. The ancestral stem eutherian rewired the stress-related regulatory modules to stabilize an alternative gene regulatory state and control the expression of effector genes, which allow fetal implantation and invasive placentation, long gestation, and anti-inflammatory phenotypes typical of crown eutherian mammals. DSC, decidual stromal cell; ESF, endometrial stromal fibroblast; HsESF, human endometrial stromal fibroblast.

An alternative explanation for our results is that the decidual cell type may have evolved in the stem therian lineage, i.e., before the most recent common ancestor of eutherians and marsupials, but has been lost in marsupials. Marsupial reproduction shares many plesiomorphic reproductive traits with the most basal branching mammals, the monotremes [5]. Although opossums do not lay eggs, along with the platypus, they have a relatively short gestation period and give birth to highly altricial young [54,55]. Furthermore, DSCs are necessary for maintaining pregnancy in species with the kind of invasive placentation that is only found in eutherian mammals [9]. For these reasons, it is likely that the DSC is truly a specific trait of eutherian mammals and not one with an older origin that was subsequently lost in the marsupial group.

Our model of stress-derived decidual differentiation explains a number of otherwise puzzling facts. First, there is evidence that during physiological decidualization in humans the stromal cells produce intracellular ROS that mediate the decidualization process [56–59]. Here, we show that genes responsive to decidualization stimuli in a distantly related ESF cell type are also intimately linked to stress-related decidualization in eutherians [56], e.g., *GPX3*, *SOD1*, *SOD3*, and *CAT*, and more interestingly these genes are also associated with a stress coping mechanism. Furthermore, we show that apoptosis-related genes known to play a role in decidualization, e.g., *GADD45A*, *TRAIL*, and *BCL2L11* [56,60], are also up-regulated in MdESF. In the context of these stress-related genes, we also show that FOXO1 acts as an oxidative stress sentinel that counteracts apoptosis. Moreover, decidualization is associated with ER stress [61], which we also observe through the expression of genes specifically associated with ER stress and UPR in opossum cells treated with 8-br-cAMP/MPA. Finally, a subpopulation of endometrial stromal cells undergoes cellular senescence in humans, a senescent phenotype that plays a critical role in implantation [62]. Thus, peculiar features of human decidualization, e.g., redox signaling, ER stress, and cell senescence, are readily explained by our model, wherein decidual differentiation mechanisms arose in evolution from a pregnancy-related stress response that consequently activates many of the same regulatory genes and physiological processes as are activated in decidual cells during differentiation.

Our results point to a model for the origin of a novel cell type, namely the modification of an ancestral cellular stress response. Very few studies have addressed the molecular mechanisms for the origin of novel cell types. However, two previous studies are of particular interest in regards to this. The study by Nagao and colleagues [63] investigated the leucophore pigment cell type in the perciform lineage. Experimental evidence suggests that the origin of the leucophore in the perciform lineage was achieved by a change in the functional interaction between TFs already expressed in a precursor cell type. Similarly, changes in the functional interactions of FOXD3 during the evolution of the neural crest cell type, a vertebrate novelty, is also especially noteworthy [64]. These results are broadly consistent with the model we propose for the evolution of the decidual cell type, in which similar TFs are expressed ancestrally and changes in the functional interactions between those TFs occurred that were critical for the evolution of the novel cell type. In fact, we have shown previously that, coincidental with the origin of decidual cells, the function of TF proteins, namely HOXA11 and CEBPB interacting with FOXO1, has changed [65,66]. We note these genes are among those already responsive to decidualizing signals in opossum ESF. Hence, transcription factor protein evolution may be a common feature of the origin of novel cell types.

In evolution, structural and developmental changes can result in cells being exposed to drastically altered or novel environments. In mammals, the evolution of pregnancy and in particular the evolution of extended gestation resulted in the endometrium functioning under exposure to a range of new stimuli and with new requirements for the success of reproduction. As these developmental changes occurred, it is reasonable to expect that exposure of cell types to novel tissue and developmental environments can be a source of cellular stress. These anciently conserved pathways can be a rich source of hardwired, modular components of stress GRNs. In this case, evolution can mitigate cellular stress in a variety of ways, including decreasing the stress-inducing stimulus, but also through co-option of the stress pathways into normal physiological function. Our data suggest that the decidual stromal cell type has evolved from a physiological stress response that is likely directly related to the invasion of trophoblast into maternal tissues, the condition seen in crown eutherians today.

Whereas the evidence presented here pertains to the special case of the evolution of mammalian decidual cells, the recent discovery that ROS are important physiological signaling molecules during the differentiation of other cell types, e.g., neurons [67,68] and mesenchymal cells [69] (and functioning in tumorigenesis), may indicate a role for stress responses in the evolutionary derivation of novel cell types. Some cell types with novel physiological functions could therefore be understood as fulfilling physiological needs for which the ancestral body plan cannot compensate. The evolutionary rewiring of stress responses and functional changes in the interactions of transcription factors could be a few means within a suite of mechanisms involved in the evolutionary process of cell type origination to address physiological challenges.

## Materials and methods

### Ethics statement

All animal procedures were conducted under protocols approved by the Institutional Animal Care and Use Committee (#11313) of Yale University.

### Tissue collection

Opossum uterine tissue was collected from a *M*. *domestica* colony housed at Yale University. For ESF isolation, uterine tissue was harvested from a nonpregnant *M*. *domestica* female. For immunohistochemistry and ELISA, tissue from specific stages of the reproductive cycle were collected by following a standard breeding protocol outlined in Kin and colleagues [16]. Once collected tissue was stored for immunohistochemistry analysis in 4% paraformaldehyde in PBS 24 h, then washed in 50% ethanol for 1 h, then twice in 70% ethanol for 1 h then stored in 70% ethanol at −20°C. Tissue was stored for western blot and ELISA analysis by snap freezing in liquid nitrogen and then stored at −80°C.

### Isolation of ESFs and skin fibroblasts from *M*. *domestica*

*M*. *domestica* ESFs were isolated as previously described [16]. Briefly, primary ESFs were harvested by enzymatic digestion and centrifugation combined with Percoll density gradient. The uterus of an adult female grey short-tailed opossum *M*. *domestica* was dissected, cut in half longitudinally, and cut into 2–3–mm fragments. These were digested with 0.25% trypsin-EDTA for 35 min at 37°C and digested in Dissociation Buffer (1 mg/ml collagenase, 1 mg/ml Dispase, 400 μg/ml DNaseI) for 45 min at room temperature. Cell clumps were subsequently homogenized by passage through a 22-gauge syringe. Passage through a 40-μm nylon mesh filter removed remaining fragments. This lysate was used to generate a density gradient by centrifugation at 20,000 g for 30 min. A single cell suspension was generated from this lysate and was subsequently layered onto a Percoll gradient (1.09 g/cc Percoll, GE Healthcare Life Sciences) and centrifuged at 400 g for 20 min to allow for cells to settle to their respective density layers. Using a 25-gauge needle, each 1-ml layer was removed working from low to high density and washed into 5 ml of 50-mM NaCl solution. As with previous iterations of this protocol in this laboratory, layers 6 through 8 generally contained a fairly homogeneous population of cells that outwardly exhibited fibroblast characteristics. Cells in these layers were pelleted, resuspended in growth media, and cultured in 24-well plates. To facilitate enrichment of fibroblasts versus epithelial cells, media was exchanged in each well after two hours in order to remove floating cells that had not yet attached. To validate our cell line, we conducted comparative qPCR and immunofluorescence for proteins that mark either epithelial or mesenchymal (fibroblast) cells. Transcription factors indicative of ESFs were enriched in RNA from Percoll layer 8 relative to layer 3 or RNA isolated from spleen (S1 Table). Immunofluorescence on cells from Percoll layer 8 showed enrichment of the mesenchymal protein VIMENTIN and no epithelial contamination as judged by expression of CYTOKERATIN (S1 Fig). Therefore, cells from layer 8 were used in these experiments and were propagated in a T75 culture flask by sub-passaging over a period of 2 months at 33°C. Once confluent, cells were subpassaged using Accutase (AT104, Innovative Cell Technologies) or a cell scraper. The experiments detailed here were conducted with passages 12–20. To isolate *M*. *domestica* skin fibroblasts from the animal, ethanol was applied to the skin, hair was removed, and a small sample was excised. The sample was transferred to PBS, and the subcutaneous tissue was removed by scraping the dermal side with a razor blade and forceps. The sample was cut into strips approximately 1.0 cm^2^ with a scalpel and was incubated in 0.3% trypsin-PBS for 30 min at 37°C. The epidermis was subsequently removed, and the sample was washed in ABAM-PBS with gentle shaking. The sample was transferred to a tissue culture dish and sliced into squares approximately 3 mm in size. Five to 10 of these squares were transferred to a 35-mm tissue culture dish, and a sterile 22-mm glass coverslip was placed over the samples. The samples were grown to confluency in growth media, which was refreshed every 3 days.

### Cell culture, RNAseq, and transcriptomic analyses

MdESF were cultured in growth media with no antibiotic-antimycotic, containing (per liter) the following: 15.56 g DMEM/F-12 (D2906, Sigma Aldrich), 1.2 g sodium bicarbonate, 10 ml sodium pyruvate (11360, Thermo Fisher), 1 ml ITS (354350, VWR), and 100 ml charcoal-stripped fetal bovine serum (100–119, Gemini). Media was replaced every 4 days unless otherwise stated. Over the duration of these experiments, MdESF were found to be mycoplasma free (S8 Fig), as shown by periodic PCR assays for mycoplasma contamination (30-1012K, Universal Mycoplasma Detection Kit, ATCC). For decidualizing stimuli, MdESF were cultured in growth media supplemented with cAMP-analgoue 8-bromoadenosine 3′-5′-cyclic monophosphate sodium sale (B7880, Sigma Aldrich) and progesterone-analgoue medroxyprogesterone 17-acetate (MPA) (M1629, Sigma Aldrich), at final concentrations of 0.5 mM and 1 μM, respectively. Growth media was supplemented with prostaglandin E2 (14010, Cayman Chemicals) at a final concentration of 10 μM. For RNA sequencing of unstimulated and stimulated MdESF, cells were grown to 70% confluency in T75 flasks and treated with the respective stimuli for two days prior to harvesting with Buffer RLT and subsequent processing with RNeasy Mini Kit (74104, Qiagen) following the manufacturer’s protocol. Illumina sequencing libraries were generated from RNA by Poly-A selection and sequenced by the Yale Center for Genome Analysis on the Illumina Hiseq 2500 system. For transcriptomic and GO enrichment analyses, see below under sub-heading Transcriptomic Analyses. Human ESF and DSC transcriptomic data used in these analyses were reported previously [8], and FOXO1 KD RNAseq data in HsDSC have been deposited under GEO GSE115832.

### Immunocytology

MdESF or HsESF were grown in an 8-well chamber slide (12-565-18, Fisher) to 70% confluency. After treatment, cells were fixed with 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were washed 2 times in ice-cold PBS, subsequently incubated for 10 min in 0.25% Triton X-100 in PBS, and finally washed 3 times for 5 min/wash in PBS. A blocking solution was applied with 1% bovine serum albumin (BSA) and 0.25% Triton X-100 in PBS for 30 min at room temperature. Cells were then incubated in blocking solution at 4°C overnight in the following primary antibodies: 1:200 rabbit anti-cytokeratin (ab9377, Abcam); 1:200 mouse anti-vimentin (sc-6260, Santa Cruz); mouse anti-FKHR (FOXO1) (sc-374427, Santa Cruz). Cells were subsequently washed the next day 3 times for 5 min each in PBS, and secondary antibody incubation was for 1 h at room temperature in the dark. Secondary antibodies used in this study were as follows: 1:200 Alexa Fluor 555 goat anti-mouse IgG (A21422, Thermo Fisher); 1:200 Alexa Fluor 488 goat anti-rabbit IgG (A11008, Thermo Fisher). Cells were then washed 3 times for 5 min each in PBS, and nuclei were stained with DAPI (10236276001, Roche). Finally, cells were washed one time for 5 min in PBS and observed with an Eclipse E600 microscope (Nikon) equipped with a Spot Insight camera. Lastly, it should be noted that we tested two different antibodies targeting human FOXO3 in *M*. *domestica*. These antibodies were anti-FOXO3a/FKHRL1 (EMD Millipore 07–702) and anti-FKHRL1 D-12 (Santa Cruz, Sc-48348). Both of these antibodies produced nonspecific bands on western blot and pervasive signal in MdESF. Therefore, we were not able to assess the protein localization dynamics of FOXO3 in MdESF.

### Western blot analysis

MdESF or HsESF were cultured in T75 flasks to 80% confluency. Cells were rounded up with Tryple and homogenized in RIPA buffer (89900, Thermo Fisher) supplemented with HALT Protease Inhibitor Cocktail (PI87785, Thermo Fisher) for 15 min. Suspensions were centrifuged for 15 min at 13,000 RPM at 4°C. Protein concentrations were determined with Pierce BCA Protein Assay Kit (23225, Thermo Fisher). Cell lysates were diluted to achieve a solution with 30–60 μg total protein, combined with an equal volume of 2× NuPage LDS Sample Buffer (NP007, Thermo Fisher) with 2× NuPage Sample Reducing Agent (NP0004, Thermo Fisher), heated to 70°C, loaded in a NuPage 4%–12% Bis-Tris gel (NP0321BOX, Thermo Fisher), and electrophoresed at 130 volts for 60–90 min. Proteins were transferred to polyvinylidene difluoride membranes with the iBlot Gel Transfer System (Thermo Fisher). Membranes were subsequently incubated for 1 h at room temperature in blocking buffer (3% BSA in PBST) and incubated with primary antibodies, listed above, overnight at 4°C. Primary antibody dilutions were the following: 1:200 FOXO1, VIMENTIN, and CYTOKERATIN. After primary incubation, membranes were then washed 3 times for 5 min each in PBST and subsequently incubated with the corresponding HRP-conjugated secondary antibody, 1:5,000 of either goat anti-mouse (sc-2005, Santa Cruz) or goat anti-rabbit (sc-2054, Santa Cruz). Signal was detected by incubating membranes in Clarity Western ECL substrate (1705060, Bio-Rad) in the dark for 5 min and visualized with a Bio-Rad Gel Doc System. Uncropped western blots are provided in S9 Fig and S10 Fig.

### Immunohistochemistry

Uterine tissue was dehydrated through a graded ethanol series, cleared in toluene, and then embedded in paraffin. We cut 7-μm cross sections on a microtome and mounted on Shandon polysine precleaned microscope slides (6776215Cs, Thermo Fisher). Sections were stored in the dark at room temperature until they were stained. We localized the expression of FOXO1 using immunohistochemistry. Slides were deparafinized in three successive washes of xylene (3 min each), then three successive washes of ethanol (3 min). Antigen retrieval was performed in citrate buffer (12 mM sodium citrate, pH 6.0, 98°C, 1 h). Endogenous peroxidase activity was blocked with Dako Peroxidase Block (Dako, 30 min). Slides were then incubated in primary antibody overnight. We used a goat polyclonal antibody generated against the N-terminal of human FOXO1 protein (1:5,000 dilution, FKHR antibody sc-9809, SantaCruz). On day two, slides were incubated in a donkey anti-goat IgG-HRP secondary (1 h, 1:200 dilution, sc-2056 SantaCruz). Slides were then rinsed in PBS (5 min), PBS-BSA (0.1%, 5 min), then incubated for 5 minutes in TSA Plus Cyanine 3 system (1:50 NEL744001KT, PerkinElmer Inc.). Slides were again washed in PBS (5 min) and PBS-BSA (0.1%, 5 min), counter stained in DAPI (1 time, 2 min, 10236276001; Roche), washed in deionized water for 5 min, and mounted in glycerol (50%).

### Prostaglandin E2 ELISA

Snap frozen uterine tissue from adult female *M*. *domestica* was homogenized in extraction buffer (0.1 M phosphate, 1 mM EDTA, pH 7.4) containing indomethacin (10 μM final concentration) using a mechanical homogenizer (TissueRuptor, QIAGEN). Cellular debris was removed by centrifugation (>13,000 RPM, 4 ^o^C, 10 min). Tissue lysates were aliquoted into single use tubes and frozen at −80°C. Protein concentration was measured using Pierce BCA Protein Assay Kit (23225, Thermo Fisher). After determining protein concentration, 1 mg of protein for each sample was used in the first round of ELISA against PGE2 following the manufacturer’s protocol (514010, Cayman Chemical). Each sample was run in duplicate at two different dilutions. A dilution series of PGE2 standard provided by the manufacturer was included in each run, and PGE2 values in ng per mg protein were calculated from these standards. Due to the sensitivity of this assay, some samples contained excess PGE2 and therefore required additional dilutions in order to fall within the calculable range of the standard. For these samples with excess PGE2, an additional ELISA plate was run with two additional dilutions. Samples were incubated in the provided PGE2 monoclonal antibody ELISA plate overnight at 4°C. The following day, the wells were washed 3 times and the staining reaction was allowed to proceed for 45 min with shaking at 400 RPM on an orbital shaker in the dark. The plate was read at 405 nm on a Viktor X multilight plate reader (Perkin Elmer).

### Quantitative PCR

MdESF were cultured in T25 culture flasks to 70% confluency and subsequently transfected with siRNAs as above. After two days, cells were treated either with 8-br-cAMP/MPA or with PGE2/MPA for four days. The change of media was accompanied by an additional round of siRNA transfection per above. At the time of RNA harvest, media was removed, cells were washed 2 times in PBS, and cells were lysed directly in the flask with Buffer RLT Plus plus beta-mercaptoethanol. RNA was harvested according to the manufacturer’s protocol (74034, RNeasy Plus Micro Kit, Qiagen). Reverse transcription of 3 μg of RNA was carried out with iScript cDNA Synthesis Kit (1708891, Bio-Rad) with an extended transcription step of three hours at 42°C. For qPCR, all reactions were carried out with Power SYBR Green PCR Master Mix (4368708, Thermo Fisher) in triplicate with 40 ng of cDNA for template in each technical replicate reaction. Fold change was calculated by finding the ddCt values relative to the expression of TATA Binding Protein. All qPCR primer sets were validated by analysis of melting curves for 2 different sets of primers for the same gene. Primer sets used in this study are listed in S2 Table.

### RNA interference

MdESF at 70% confluency in 6-well culture plates were transfected with siRNAs targeting *FOXO1* (Mission custom siRNA, V30002, Sigma Aldrich), *FOXO3* (Mission custom siRNA, V30002, Sigma Aldrich), or negative control scrambled siRNA (Silencer Negative Control No. 1, AM4611, Thermo Fisher). In preparation for transfection, siRNAs in 37.5 μl of OptiMem I Reduced Serum Media (31985, Thermo Fisher) were mixed with an equal volume of OptiMem containing 1.5 μl of Lipofectamine RNAiMax (13778, Thermo Fisher), incubated at room temperature for 15 min, and subsequently added dropwise to cells in 3 ml growth media. Final concentration of siRNAs was 25 nM. In experiments involving stimulated media, an additional round of siRNA transfection was prepared and added dropwise after growth media with decidualizing stimuli was added. Two siRNAs were transfected for each gene. Custom siRNAs were synthesized by Sigma to target the mRNAs of *M*. *domestica FOXO1* and *FOXO3*, using the NCBI Reference Sequences XM_001368275.4 (*FOXO1*) and XM_001368456.2 (*FOXO3*). Sense and antisense sequences are listed in S3 Table. siRNA-mediated KD of human *FOXO1* in human decidual cells was carried out as previously described [70].

We confirmed depletion of both RNA and protein by qPCR and western blot. For FOXO1, qPCR analyses showed that KD efficiency for these pooled siRNAs was >90% (S7B Fig). This depletion in RNA led to a corresponding depletion in FOXO1 protein, as confirmed by western blot (S10 Fig). We also desired to conduct a protein-level analysis for *M*. *domestica* FOXO3. However, for *M*. *domestica* FOXO3, we were able to confirm RNA depletion only (S7B Fig), as we did not find a commercially available antibody that showed high specificity for FOXO3 in *M*. *domestica*.

### Flow cytometry including ROS and apoptosis detection

Cells were transfected as above with RNAi reagents and subsequently incubated in growth media in the presence of decidualizing stimuli for four days. For FACS analyses, conditioned media from each well was decanted into separate 15-ml conical centrifuge tubes, and cells were then washed in 2 ml PBS. PBS was decanted into the same 15-ml conical tube as the conditioned media, and 250 μl warm Tryple Express (12604, Thermo Fisher) was added to each well. To facilitate detachment, cells were placed in a 33°C incubator for 10 min. The detachment reaction was stopped by adding 700 μl growth media to each well. Cells were then transferred to their separate 15-ml conical tubes with conditioned media and PBS and subsequently pelleted by centrifugation at 400 RPM for 5 min. Supernatant was removed, and each cell pellet was resuspended in 1 ml pre-warmed Hank’s Balanced Salt Solution (HBSS) without Phenol Red, Ca^2+^, Mg^2+^ (10–547, Lonza) containing freshly resuspended H2DCFDA (Image-IT LIVE Green ROS Detection Kit, I36007, Thermo Fisher) to a final concentration of 25 μM. Cells were incubated at 33°C for 40 min. Just prior to FACS analysis, cells were placed on ice, and 0.5 ml HBSS containing 1 μg/ml propidium iodide was added to each tube. We utilized a doublet discrimination gating strategy on a BD Aria FACS instrument, wherein on average 93% of all cells were included in the analyses (S11 Fig). Fluorescent signal detected in scrambled siRNA negative control cells were utilized to set the quadrant boundaries. Data for three replicates of each experiment were collected and mean percentages for each quadrant were calculated.

### Transcriptomic analyses

Raw sequencing reads were mapped to opossum *M*. *domestica* genome assembly monDom5 with Ensembl annotation v86, using Tophat2 v2.1.1 [71] and Bowtie2 v2.2.9 [72]. Read counts for all genes were calculated using HTSeq v0.6.1p1 [73] with Python (v2.7.13). Transcripts per million were calculated to estimate relative mRNA abundance [74]. We used Bioconductor package edgeR v3.16.5 [75] to assay for differential gene expression between unstimulated and stimulated MdESF. Genes that met the following criteria were considered to be significantly differentially expressed: (1) change in expression of at least 1.5-fold; (2) resulted in an adjusted *P*-value smaller than 10^−6^; and (3) expressed in at least one condition under comparison (TPM ≥ 3) [76]. GO enrichment analyses were performed using Gorilla [77], and the results were visualized using REViGO [78].

### Statistical analyses

The data from the experiment testing the effect of 8-br-cAMP/MPA and PGE2/MPA, as well as FOXO1 and FOXO3 KDs on the presence of ROS and apoptotic cells, were analyzed as a two-factor ANOVA. The two factors were “stimulation” and “treatment,” where “stimulation” had the levels, “growth media,” 8-br-cAMP/MPA, and PGE2/MPA and “treatment” had the levels random siRNA, FOXO1 KD, and FOXO3 KD. The response variable was the fraction of cells showing either ROS or PI fluorescence. The analysis was performed with raw frequencies as well as with log-transformed response variables. For the PGE2 ELISA, the concentration of PGE2 for each sample was determined by standard curve. The values were subsequently log transformed and used in a one-tailed *t* test.

## Supporting information

S1 Fig Immunofluorescence of VIMENTIN and CYTOKERATIN in unstimulated MdESF. (A-B) Two different passages after isolation from nonpregnant *M*. *domestica* are shown.
(TIF)

S2 Fig Analysis of decidualization regulatory genes in MdESF and *M. domestica* skin fibroblasts (MdSF) treated with 8-br-cAMP/MPA or PGE2/MPA or siRNA targeting GR. (A) Expression of 28 decidualization transcription factor genes in MdESF in response to 2-day treatment with either 8-br-cAMP/MPA (black bars) or PGE2/MPA (grey bars). Nonparametric correlation of expression between treatments and across genes was found to be 0.863 (** Spearman’s rho, *p* = 3.46 × 10^−9^). Error bars are standard error of the mean. (B) RNA abundance of MPA-responsive regulatory genes in MdESF treated with MPA for 2 days and siRNA targeting GR mRNA. Red, dashed bars show 2-fold up- or down-regulation relative to control treated with MPA alone for 2 days and negative control siRNA. Error bars represent the standard deviation of two replicates. (C) RNA abundance of select decidualization regulatory genes in response to 2-day treatment with either 8-br-cAMP/MPA or PGE2/MPA relative to control in skin fibroblasts isolated from *M*. *domestica*. Red, dashed bars show 2-fold up- or down-regulation relative to control treated with growth media alone. (D) Visualization of GO term clusters associated with 2-day treatment of 8-br-cAMP/MPA treatment in MdESF. Colored boxes represent semantic similiarity. Size of boxes represents *P*-value assigned to that cluster. cAMP, cyclic AMP; GR, glucocorticoid receptor; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2; siRNA, small interfering RNA
(TIF)

S3 Fig Effect of 8-br-cAMP concentration and removal of decidualizing stimuli on morphology of MdESF. (A) Concentration-dependent morphological response of MdESF to 8-br-cAMP/MPA treatment after 6 hours (top panels) and 22 hours (bottom panels). (B) MdESF morphological response to 8-br-cAMP/MPA treatment is reversible at higher 8-br-cAMP concentrations after 1 day in growth media. Images were taken two hours after treatment, at which time media with decidualizing stimuli were changed to growth media. Images were subsequently acquired after 19 hours in growth media. Scale bars are 10 μm. (C) Differential interference contrast images showing morphological response of MdESF treated with either MPA or 8-br-cAMP/MPA for 2 days. Images obtained during ROS detection (see Fig 1D). cAMP, cyclic AMP; MPA, medroxyprogesterone acetate; ROS, reactive oxygen species
(TIF)

S4 Fig Transcriptional response of KEGG pathway genes associated with prostaglandin signaling in MdESF and ROS detection in MdESF treated with PGE2/MPA. (A) Morphological response of MdESF treated with PGE2 alone for 2 days (B) Flow cytometry contour plots showing ROS (H2DCFDA) versus staining for apoptosis (propidium iodide). Quadrants are set to maximum extent of boundaries in unstimulated MdESF. Q1, ROS positive only; Q2, ROS and apoptosis positive; Q3, negative for ROS and apoptosis; Q4, negative for ROS and positive for apoptosis. Percentage in each quadrant for this replicate is shown. Note increase of ROS positive cells after PGE2/MPA 3-day treatment, similar to what was found with 8-br-cAMP/MPA (*p* = 0.0186). (C) Decidualization core regulatory genes do not respond in MdESF when treated with PGE2 alone for 2 days. Blue dots represent significant differential expression relative to unstimulated MdESF (*n* = 3, *p* < 10^−6^). Grey dots represent no significant change in expression. Each point represents the mean of three replicates. H2DCFDA, 2′,7′ dichlorodihydrofluorescein diacetate; KEGG, Kyoto Encyclopedia of Genes and Genomes; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2; ROS, reactive oxygen species
(TIF)

S5 Fig GO clusters from differentially expressed up-regulated and down-regulated genes for the 2-day PGE2/MPA treatment group as visualized by REViGO treemaps. Treemaps are unedited and were produced using the R script available at REViGO. Color of the boxes represents semantic similarity. Size of the boxes represents *P*-value of each cluster. (A) Differentially expressed up-regulated genes in PGE2/MPA. (B) Differentially expressed down-regulated genes in PGE2/MPA. GO, gene ontology; MPA, medroxyprogesterone acetate; PGE2, prostaglandin E2
(TIF)

S6 Fig GO clusters from differentially expressed up-regulated and down-regulated genes for the 2-day PGE2 treatment group as visualized by REViGO treemaps. Treemaps are unedited and were produced using the R script available at REViGO. Color of the boxes represents semantic similarity. Size of the boxes represents *P*-value of each cluster. (A) Differentially expressed up-regulated genes in PGE2. (B) Differentially expressed down-regulated in PGE2. GO, gene ontology; PGE2, prostaglandin E2
(TIF)

S7 Fig Immunofluorescence of FOXO1 in HsESF and FOXO1/FOXO3 KD in MdESF. (A) Although *FOXO1* RNA is present in HsESF, FOXO1 protein is constantly marked for degradation by AKT dependent polyubiquitination. In the presence of MPA for 2 days, degradation of FOXO1 protein is disrupted, and FOXO1 disproportionately loads in the cytoplasm relative to the nucleus, though some cells are positive for nuclear FOXO1. In the presence of 8-br-cAMP/MPA for 2 days, FOXO1 protein loads disproportionately in the nucleus relative to the cytoplasm in HsESF. Scale bars are 20 μm. (B) Fold change of *FOXO1* and *FOXO3* RNA in cells treated for 2 days with siRNA targeting *FOXO1* and *FOXO3* relative to scrambled siRNA control. siRNAs targeting *FOXO1* and *FOXO3* RNA removed greater than 90% of *FOXO1* and *FOXO3* transcripts. (C) Western blot for FOXO1 in total protein lysates collected from MdESF treated with 8-br-cAMP/MPA for 3 days or 5 days and with siRNA targeting *FOXO1* RNA. AKT, protein kinase B; cAMP, cyclic AMP; FOXO, forkhead box class O; KD, knockdown; MPA, medroxyprogesterone acetate
(TIF)

S8 Fig (A-F) Gel images of PCR amplification for mycoplasma contamination.
(TIF)

S9 Fig (A-C) Uncropped images of western blots for antibodies in this study.
(TIF)

S10 Fig (A) Uncropped western blot of FOXO1 protein in MdESF in presence of 8-br-cAMP/MPA for 3 and 5 days and FOXO1-specific siRNAs, as well as FOXO1 presence in total protein extracts from pregnant *M*. *domestica* uterus. FOXO, forkhead box class O; MPA, medroxyprogesterone acetate
(TIF)

S11 Fig Gating for flow cytometry analysis.

S1 Table Assessment by qPCR of ESF markers on RNA isolated from *M. domestica* spleen tissue and on RNA isolated from two different layers in the Percoll density gradient on *M. domestica* uterine tissue. Values shown are fold enrichment relative to TATA Binding Protein (TBP) in each sample. ESF, endometrial stromal fibroblast
(XLSX)

S2 Table qPCR primers used in this study.

S3 Table Sequences for siRNAs used in this study. siRNA, small interfering RNA
(DOCX)

S1 Movie Time lapse micrographs of morphological response of *M. domestica* ESFs upon exposure to 8-br-cAMP/MPA. Over the first hour of treatment, micrographs were taken every 30 seconds and subsequently spliced together. cAMP, cyclic AMP; ESF, endometrial stromal fibroblast; MPA, medroxyprogesterone acetate
(MOV)

S1 Data

S2 Data

## Abbreviations

Akt: protein kinase B
BSA: bovine serum albumin
cAMP: cyclic AMP
d.p.c.: days post coitus
DSC: decidual stromal cell
ER: endoplasmic reticulum
ESF: endometrial stromal fibroblast
FOXO: forkhead box class O
GO: gene ontology
GR: glucocorticoid receptor
GRN: gene regulatory network
H2DCFDA: 2′,7′ dichlorodihydrofluorescein diacetate
HBSS: Hank’s Balanced Salt Solution
HsDSC: human decidual stromal cell
HsESF: human endometrial stromal fibroblast
KD: knockdown
KEGG: Kyoto Encyclopedia of Genes and Genomes
MdESF: opossum *M*. *domestica* endometrial stromal fibroblast
MdSF: opossum *M*. *domestica* skin fibroblasts
MPA: medroxyprogesterone acetate
PGE2: prostaglandin E2
PI: propidium iodide
PKA: protein kinase A
PTGES: prostaglandin E synthase
PTGS: prostaglandin synthase
RLN: relaxin
RNAseq: RNA sequencing
ROS: reactive oxygen species
siRNA: small interfering RNA
TBHP: tert-butyl hydrogen peroxide
TF: transcription factor
TPM: transcripts per million
TRAIL: TNF-related apoptosis-inducing ligand
UPR: unfolded protein response

# Supplementary material for: The mammalian decidual cell evolved from a cellular stress response
**Source:** PLoS Biol. 2018 Aug 24;16(8):e2005594. doi: 10.1371/journal.pbio.2005594
**Supplement:** S2 Table

**Table S2**

| ***Gene*** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| *CD45* | TTTAAGATGGACTTATAACAGGAATTTCG | GCGTTCATAATTAACAGAAGCATGG |
| *EBF4* | GATCTGTATGTTCGGCTCATCG | GGTCAGATGGTGTCTCATTTCG |
| *GATA2* | AGCGAGAGTCTCCTACAGC | CTTGGAGAAAGGGCTCACG |
| *HOXA10* | GTTCACACTTACCTCTGACTTCC | TACTCCCTCCTCTTCATAAGGC |
| *HOXA11* | GGCAACAATGAGGACAAATCC | TTGAGCATTCGGGAGAGC |
| *HOXD9* | CAACAGCAGCAACTTGACCCAA | AAATCCTAGCCACTTCGTAGC |
| *HOXB2* | CGCCTCTCTCTGCAGCTC | CCTGCAGTCCAGGGGTATC |
| *PGR* | AAGGAGAGTCTGCCACAGG | GCAACCAGATGCTTCATCCC |
| *CXCL12* | CTTGGTGACCTTGCTGGTG | TGTTGGCTTTGGCTACATTG |
| *GALNT15* | AGATCCGAATTGTGGAGACC | GGAGAGATTGGCCAGAAACC |
| *GPX3* | GCAGGAAAATACATCCTCTTCG | TTTCCAAATTGGTTGCAAGG |
| *IGFBP3* | AATTCCATCCACACCACACC | GACCTGTTGCTCCTGTTTGG |
| *MRGPRF* | GATCCATGCCCAGAACAGG | CACAGGCAGTTGAGCAGAAA |
| *PDK4* | AGAGCCTCATGGATTTGGTG | ACCTTGATCAGCGCGTCTAC |
| *ZBTB16* | CTTCGTCTGTGATCAGTGTGG | GAGTGCGCTCTGAGTCTGG |
| *FOXO1* | GGGTAACCTGTCCTATGCCG | TGCACTCGGATGAACTTGCT |
| *FOXO3* | CCCAGATCTATGACTGGATGG | GGTCCCTTCGTTTTGTACCC |
| *TBP* | CTCTTCCATTCACAGACTCTTACC | TCAAGTTTACAACCAAGATTCACG |

# Supplementary material for: The mammalian decidual cell evolved from a cellular stress response
**Source:** PLoS Biol. 2018 Aug 24;16(8):e2005594. doi: 10.1371/journal.pbio.2005594
**Supplement:** S3 Table — siRNA, small interfering RNA

**Table S3.**

| **Name** | **Sense (5’-3’)** | **Antisense (5’-3’)** |
| --- | --- | --- |
| FOXO1 s671 | GGAAGAAUUCGAUUCGCCAUU[dT][dT] | AAUGGCGAAUCGAAUUCUUCC[dT][dT] |
| FOXO1 s1084 | GUCUAUCCUUCGUCCACCAUU[dT][dT] | AAUGGUGGACGAAGGAUAGAC[dT][dT] |
| FOXO3 s695 | GGCACAACUUGUCCCUACA[dT][dT] | UGUAGGGACAAGUUGUGCC[dT][dT] |
| FOXO3 s1844 | CUUUGUAUUCCACUAGCGU[dT][dT] | ACGCUAGUGGAAUACAAAG[dT][dT] |
| GR s1926 | CCAAUGUAAACAUAUGCUA[dT][dT] | UAGCAUAUGUUUACAUUGG[dT][dT] |
| GR s698 | CAGAUGAUCCAUUUCUAUU[dT][dT] | AAUAGAAAUGGAUCAUCUG[dT][dT] |

How the deposited data were processed for this re-analysis (not part of the article)

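RNA was sequenced from opossum endometrial stromal fibroblasts of 1 nonpregnant female under 5 conditions: unstimulated, or treated for 2 days with 8-br-cAMP (0.5 mM) and MPA (1 µM), MPA (1 µM), PGE2 (10 µM) or PGE2 and MPA, with 3 libraries per condition. The labels and the paper do not say whether the 3 libraries are separate cultures or technical repeats. The p-value of a gene therefore measures the spread between these libraries and not between animals.

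The authors mapped the reads to monDom5 with Ensembl annotation 86 using Tophat2 2.1.1 and Bowtie2 2.2.9 and counted reads per gene with HTSeq 0.6.1p1 under Python 2.7.13; HTSeq's strand setting is not stated. The deposited values are raw counts, without normalization, for 23899 Ensembl genes in 15 columns. Of these genes 15443 carry a symbol, 8456 do not, and 5294 have no count in any library. The table holds 0 rows for unassigned reads and 0 columns that belong to no sample. The authors used edgeR 3.16.5 for differential expression and call a gene at a fold change of at least 1.5, an adjusted p below 1e-06 and a TPM of at least 3 in some condition.

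Library totals range from 16.4 to 28.3 M counts (median 20.4 M). On simulated counts at the depth and spread of the 8-br-cAMP/MPA and unstimulated libraries, with 12285 genes tested, the criteria of 1.5-fold and 1e-06 recovered 16.1% of genes changed 1.5-fold, 71.0% of genes changed 2-fold and 90.6% of genes changed 4-fold, and called 0 unchanged genes.

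Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were filtered by filterByExpr, which kept 13023, libraries scaled by TMM, and a quasi-likelihood model with robust spread fitted to all 15 libraries with 1 term per condition, no covariate and 10 residual degrees of freedom. Tested contrasts were each treatment against unstimulated, 8-br-cAMP/MPA against PGE2/MPA, and the interaction of PGE2 and MPA; 8-br-cAMP/MPA against MPA and PGE2/MPA against MPA and against PGE2 were read from the same model. P-values were adjusted by Benjamini-Hochberg over all tested genes of a contrast. A gene is called at 1.5-fold and an adjusted p below 1e-06, and a decidualization TF also at 0.05 without a minimum fold. Gene lengths for these IDs are not at hand, so the TPM criterion was left out and a gene is taken as expressed at a group mean of at least 3 CPM.

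Gene symbols were those of the table. Besides 8 lists taken from the paper, 40 lists of pathways, organelles and cell type markers were drawn up. Each was described by the number of called members, adjusted over all genes and over the list alone. Of the 40, those with enough tested genes were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Their p-values were adjusted over the 156 tests of treatments against unstimulated and, separately, over 195 tests of the other contrasts. Genes named in the text are those the paper names for these data; per contrast the 5 with the largest and the 5 with the lowest log2 fold change among called genes with a symbol, a mean of at least 10 CPM in some group and the same direction in all 9 pairs of libraries; and per list up to 4 called members with the largest change and the members that go against the rest. The values of the paper's own tables had been seen by then. The contrasts, the criteria, the lists, the rule for named genes and the alternatives were set before the data were examined. Fold changes against groups without counts are lower bounds at a floor of 3 counts over the group; with 1 to 3 counts the ratio of CPM is given with a 95% interval that covers counting error in the summed counts and not the spread between libraries, which is wider.

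Spearman correlations of the TFs were tested by 1e+05 permutations. These shuffle the TFs as independent units and do not measure the spread between libraries. Comparisons that share the unstimulated libraries were set beside simulated data without effects that share them too. The alternatives were RLE factors, library totals, DESeq2 1.42.0, the likelihood ratio test, other filters, other thresholds, fits of only the groups compared, a block for the replicate number, and leaving out each library in turn.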

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

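For 1011 genes the response to PGE2 differs with MPA: the interaction of PGE2 and MPA, a difference between the groups with and without MPA, was called (475 above and 536 below what the product of the separate fold changes gives). In 100 splits of the 12 libraries, the real one included, only the real one (value 1) reaches that number, and the highest of the others calls 2 genes. The other splits mix conditions that differ in 1842 to 4440 called genes from unstimulated, which widens the spread within groups (common dispersion at least 0.109, against 0.00510 in the real split), so they can hardly call a gene and chance is not excluded by this count.

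The interaction of cholesterol synthesis genes is negative in 17 of the 23 tested, TM7SF2 (-3.02), MVD (-2.83), LSS (-2.33) and HSD17B7 (-2.32) most. The median fold change of the list is 1.68 with MPA, 0.17 with PGE2, 0.15 with PGE2/MPA and 1.74 with 8-br-cAMP/MPA. The median interaction is -1.40. With library totals all 17 keep the call, and with any of the 12 libraries left out 17 to 19 are called, so neither scaling nor a single library accounts for it.

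The largest interactions among called genes with a symbol are also differences between groups: MAMDC2 8.63, ENPP1 6.92, TLL1 6.89, STK32A 5.72 and ST6GAL2 5.26 above, and SLC22A3 -8.32, HGF -8.20, ABI3BP -7.56 and ADAMDEC1 -7.14 below. TNFSF15 stands lowest by its fitted value (-10.74), which rests on 2 counts with PGE2/MPA and 39 unstimulated; the ratio of the unstimulated to the PGE2/MPA level is 14.6 (95% counting interval 3.79 to 125). Of these the calls of ST6GAL2 end without PGE2/MPA replicate 2 (adjusted p = 1.7e-06), of TNFSF15 without PGE2 replicate 2 (adjusted p = 1.0e-06), without PGE2/MPA replicate 1 (adjusted p = 1.6e-06), without PGE2/MPA replicate 2 (adjusted p = 5.1e-06), without PGE2/MPA replicate 3 (adjusted p = 1.9e-06), without unstimulated replicate 1 (adjusted p = 1.8e-06), without unstimulated replicate 2 (adjusted p = 2.5e-06) or without unstimulated replicate 3 (adjusted p = 2.3e-06), and also with the test without a filter (adjusted p = 4.5e-06), a fit of only the groups compared (adjusted p = 1.9e-06) or a replicate block (adjusted p = 1.4e-06), and of ADAMDEC1 without PGE2/MPA replicate 3 (adjusted p = 1.4e-06), without unstimulated replicate 1 (adjusted p = 1.7e-06), without unstimulated replicate 2 (adjusted p = 2.2e-06) or without unstimulated replicate 3 (adjusted p = 2.2e-06). Among the decidualization TFs ETS1 (1.08), FOXO1 (0.71) and NR4A2 (-2.73) have a called interaction. GATA2 (0.70), NR2F2 (-0.75), RUNX1 (0.95) and STAT3 (-0.61) are called too with DESeq2, the likelihood ratio test and the test without a filter (adjusted p at most 5.3e-07), and NR2F2 and STAT3 also without MPA replicate 3 (adjusted p = 1.0e-07 and 1.5e-07). The call of FOXO1 ends without MPA replicate 1 or 2, without any 1 of the PGE2 or PGE2/MPA libraries and without unstimulated replicate 1 or 3 (adjusted p = 1.1e-06 to 7.9e-06), with a fit of only the groups compared (adjusted p = 6.2e-06) and with a replicate block (adjusted p = 2.4e-06).

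Some genes that the paper does not discuss have counts under a treatment and 0 counts in the 3 unstimulated libraries (levels here in unscaled CPM). Examples with 8-br-cAMP/MPA are PI15 (20.7 CPM), SERPINA5 (19.4 CPM) and GREB1 (12.6 CPM). With PGE2 they include LRRC17 (16.4 CPM, at least 405-fold higher), OLFM4 (16.2 CPM, at least 400.2-fold) and SV2C (16.3 CPM, at least 401-fold). With PGE2/MPA they include MMP27 (68.7 CPM, at least 1696-fold), OLFM4 (15.9 CPM, at least 392-fold) and PREX2 (15.4 CPM, at least 379.8-fold). Each fold is set against a floor of 3 counts over the group. Further genes at lower levels include ATP6V0D2 (6.51 CPM) and PREX2 (5.04 CPM) with 8-br-cAMP/MPA and MMP27 (3.27 CPM) with MPA alone.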

How the results depend on the processing

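The list members counted without MPA replicate 3 (in the part below on other observations) are the only alternative here chosen after the data were seen. The numbers of TFs and of called genes, both directions summed, stayed within 1.5 times under the following alternatives. They were RLE factors, library totals, a stricter filter, the replicate block and each library left out in turn. With library totals the genes lower with 8-br-cAMP/MPA than with PGE2/MPA still go from 1791 to 2800. Shared genes were recounted with DESeq2 and with libraries left out, and stayed within 1.5 times. The correlation of the TFs was rerun with RLE factors, library totals and libraries left out, and stayed positive. Fitted with a replicate block, called genes of none of the 6 contrasts moved by over 1.5 times (8-br-cAMP/MPA 3611 genes in place of 3741); libraries with the same number do not deviate together (correlations -0.198 to 0.0902), and 4 of 15 correlate best with a library of their own number. At an adjusted p of 0.05 without a minimum fold the counts are 9144 for 8-br-cAMP/MPA, 8094 for MPA, 9644 for PGE2, 9925 for PGE2/MPA, 9478 for 8-br-cAMP/MPA against PGE2/MPA and 6501 for the interaction, and 5641 genes in place of 1990 are shared by 8-br-cAMP/MPA and PGE2/MPA, as the threshold is looser. For MPA the likelihood ratio test calls 2872 genes and a fit of only the groups compared 321, in place of 1842; for the interaction DESeq2 calls 1911, the likelihood ratio test 2134 and the test without a filter 1568, in place of 1011; the cause was not tested. At 1.5-fold and 1e-06 the TFs called lower are 5 with 8-br-cAMP/MPA (from 10), 2 with MPA (from 10) and 5 with PGE2/MPA (from 8), and those higher with MPA 4 (from 10), by the stricter threshold. With an estimated correlation 0 of the 69 list differences pass. No called value changed sign. Of 1203 named gene contrasts DESeq2 ended 4 calls and added 26, the likelihood ratio test 1 and 30, library totals 26 and 13, no filter 36 and 14, only the groups compared 144 and 10, the replicate block 44 and 2; leaving out 1 library ended 651, added 22 and left 7523. For lists, leaving out 1 library ended 10 calls, added 4 and left 922, a prior count of 0.5 ended 2 and the replicate block 1. The planned TPM minimum of 3 was not run, as gene lengths are missing. Depth limits genes near the 3-count floor, such as PTGIR, IGFBP1 and HOXD11.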

Differences from the paper's values

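Of 181 fold changes in the paper's source data 6 differ from the values here, and no alternative set before the data were examined brings any of these 6 within the paper's value. The others differ by at most 0.286 on the log2 scale. The 6 values that differ are compared as ratios of mean TPM. Against the TMM-scaled values here the TPM scale lies lower by 0.17 with 8-br-cAMP/MPA, 0.03 with MPA, 0.05 with PGE2 and 0.11 with PGE2/MPA.

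The paper's source data of Fig 3B put the log2 fold change of PTGIR (ratio of mean TPM, Fig 3B) at 5.54 with 8-br-cAMP/MPA, 7.65 with MPA, 7.36 with PGE2 and 7.32 with PGE2/MPA. Here PTGIR differs by -2.15 with 8-br-cAMP/MPA (-2.33 on the TPM scale) and by -2.49 with MPA (-2.52 on the TPM scale), lies at least 34.4-fold lower with PGE2 (fitted value -8.18, which depends on the prior count, as there are 0 counts) and is lower by a ratio of 96.9 (95% counting interval 17.1 to 3857) with PGE2/MPA (fitted value -6.23, on 1 count). All alternatives keep these differences.

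For TBXA2R the same source data give the log2 fold change of TBXA2R (ratio of mean TPM, Fig 3B) as -3.08 with PGE2 and -2.41 with PGE2/MPA in the paper; here it is -2.35 (-2.40 on the TPM scale) and -2.97 (-3.08 on the TPM scale), and every alternative keeps both differences. On the TPM scale the paper's value for each of these treatments lies within 0.01 of the value here for the other. The source data of Fig 3A and 3C give -3.07 with PGE2/MPA, near the value here.

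The paper gives a Spearman rho of TF expression of 0.863 between 8-br-cAMP/MPA and PGE2/MPA. Here it is 0.894 over the 27 TFs found in the table, on CPM, and differs under the alternatives run for it. The paper's own TPM values give 0.863 over its 28 TFs and 0.854 over the 27.

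The paper counts 22 of 28 TFs as expressed with 8-br-cAMP/MPA, at TPM, and here 21 of the 27 found reach 3 CPM. It counts 7 as lower but expressed, and here 6 are (EBF4, FOS, PBX2, PRRX2, RUNX1 and WT1). STAT5B has no row of that symbol in the count table, so both differences can come from that TF. The 13 higher TFs are the same, 2 expressed TFs do not pass (ETS1 and TWIST1), and 12 of the 13 are also higher with PGE2/MPA, as the paper counts.

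Statements that the counts do not bear out follow. The paper says that the TFs did not rise with PGE2 alone. Here CEBPB (1.12), HOXA10 (1.75), HOXA11 (0.83), MEIS1 (0.86), NR2F2 (1.95), NR4A2 (5.6) and STAT3 (0.75) rise at 1.5-fold and 1e-06. PGR (0.51) passes 1e-06 but stays below 1.5-fold. ZBTB16 (1.93) passes both but reaches only 2.35 CPM with PGE2, below the 3 CPM taken as expressed. FOXO1 (0.06, adjusted p = 0.43) and KLF9 (0.06, adjusted p = 0.81) do not pass, and HAND2 (-0.92) and GATA2 (-1.24) fall. The paper proposes that 8-br-cAMP/MPA lowers PTGER4, PTGS2 and PTGES. Here PTGES differs by 0.03 (adjusted p = 0.89), while PTGER4 and PTGS2 fall. It says that SOD3 rises with both treatments; here it misses the criteria in both (adjusted p = 0.0018 and 7.4e-06) and passes in both when only the groups compared are fitted, and with PGE2/MPA also by DESeq2 and the likelihood ratio test. It sets the stress response to 8-br-cAMP/MPA apart from that to PGE2/MPA by 6 genes. The direct difference agrees for HSPA5, CALR, TNFSF10, HSP90B1 (1.54, adjusted p = 4.6e-13) and ERN1 (0.71, adjusted p = 1.6e-08; not called with library totals, adjusted p = 2.0e-06). For HSP90AA1 it is -0.54 (adjusted p = 0.0079); PGE2/MPA raises it (1.80), and it misses the criteria with 8-br-cAMP/MPA (adjusted p = 6.7e-06), where DESeq2, the likelihood ratio test, the test without a filter and leaving out 8-br-cAMP/MPA replicate 2 call it. It lists 7 TFs as not expressed in stimulated cells. With 8-br-cAMP/MPA the counts agree for 6 of them, HOXD12, HOXD11, HOXD9 (1.07 CPM), FOXM1, TFAP2C (0.362 CPM) and E2F8, which stay under 3 CPM. PRRX2 has 3.75 CPM with 8-br-cAMP/MPA; the paper's criterion is a TPM of at least 3, and its own source data of S2A Fig give PRRX2 a TPM of 3.92 there.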

Other observations

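The tests of epithelial and mesothelial cells and of another row for PTGIR were chosen after the results were seen; the other tests below were not. With PGE2 alone most interferon genes tested rose and most targets of p53 fell in MdESF. Of 15 interferon genes 8 rose and 0 fell (8 and 0 adjusted over the list alone; camera adjusted p = 0.0011; adjusted p = 0.38 with an estimated correlation): the oligoadenylate synthetase OAS1 rose by 5.77 (adjusted p = 9.9e-12) and IFI6, which guards mitochondria from apoptosis, by 3.00 (adjusted p = 1.7e-09), and OAS1 has an interaction with MPA of -5.57 (adjusted p = 8.8e-09). Of 20 p53 targets 1 rose and 11 fell (1 and 11 adjusted over the list alone; camera adjusted p = 0.006; adjusted p = 0.26 with an estimated correlation): CDKN1A changed by -2.92 (adjusted p = 7.7e-17), the nuclease AEN by -2.89 (adjusted p = 4.3e-17) and MDM2, which degrades p53, by -1.59 (adjusted p = 1.9e-12), against PLK3, a stress kinase, at 1.49 (adjusted p = 2.7e-08). Ribosomal protein genes rose in 14 of 50 cases and fell in 0 (14 and 0 adjusted over the list alone; camera adjusted p = 1.6e-06; adjusted p = 0.44 with an estimated correlation), with RPS15A at 1.60 (adjusted p = 1.6e-14). LBP, which binds bacterial lipopolysaccharide, rose by a ratio of 5545 (95% counting interval 995 to 219074, on 1 unstimulated count; adjusted p = 2.6e-20), and the kinase of myosin light chain MYLK fell by 8.73 on the log2 scale (adjusted p = 1.0e-09).

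With MPA alone most cholesterol synthesis genes and markers of smooth muscle rose, a minority of lysosome genes rose, and most cell cycle genes fell. Of 6 markers of smooth muscle and pericytes 4 rose and 0 fell (4 and 0 adjusted over the list alone; camera adjusted p = 0.002; adjusted p = 0.26 with an estimated correlation); the intermediate filament gene DES rose by 4.05 (adjusted p = 9.5e-09) and LMOD1, which nucleates actin in smooth muscle, by 1.59 (adjusted p = 2.6e-13). KDR, a receptor of VEGF, rose by 8.58 (adjusted p = 4.1e-16) and PRG4 (lubricin) by 7.96 (adjusted p = 8.0e-22), and the adhesion molecule VCAM1 fell by 8.07 (adjusted p = 1.5e-23). Of 23 cholesterol synthesis genes 20 rose and 0 fell (21 and 0 adjusted over the list alone; camera adjusted p = 1.9e-13; adjusted p = 0.26 with an estimated correlation). Of 39 lysosome genes 15 rose and 0 fell (16 and 0 adjusted over the list alone; camera adjusted p = 1.2e-07; adjusted p = 0.33 with an estimated correlation). Of 60 mitosis genes 0 rose and 51 fell (0 and 54 adjusted over the list alone; camera adjusted p = 1.9e-21; adjusted p = 0.30 with an estimated correlation). Of 54 replication genes 0 rose and 40 fell (0 and 42 adjusted over the list alone; camera adjusted p = 1.1e-17; adjusted p = 0.26 with an estimated correlation). MPA replicate 3 stands apart here, with a mean of 2.81 over the mitosis genes on the log2 CPM scale against 1.92 and 1.57 in the other MPA libraries; without it 57 mitosis and 44 replication genes fall. With a fit of only the groups compared, 1 of the muscle markers, 13 of the cholesterol synthesis genes and 1 of the lysosome genes rise and 7 mitosis and 2 replication genes fall; the calls of DES (adjusted p = 5.2e-05), MYH11 (adjusted p = 1.6e-04) and CNN1 (adjusted p = 2.0e-06) end. Of 6 mitochondrially encoded and histone transcripts, listed as signs of RNA selection, 3 rose and 1 fell (4 and 1 adjusted over the list alone; camera adjusted p = 0.04; adjusted p = 0.49 with an estimated correlation) with MPA: ATP6 rose by 1.58 (adjusted p = 5.3e-07), CYTB by 1.70 (adjusted p = 9.0e-08) and MT-ND1 by 1.34 (adjusted p = 2.3e-08), and the histone variant H2AFZ changed by -1.52 (adjusted p = 2.1e-09). The call of ATP6 ends with library totals (adjusted p = 1.9e-06), the test without a filter (adjusted p = 1.0e-05) or a replicate block (adjusted p = 6.7e-06) and without any 1 of the MPA or unstimulated libraries (adjusted p = 4.7e-06 to 2.0e-05). That of CYTB ends with the test without a filter (adjusted p = 2.5e-06) or a replicate block (adjusted p = 2.0e-06), and without MPA replicate 3 or any 1 of the unstimulated libraries (adjusted p = 1.7e-06 to 5.9e-06). That of MT-ND1 ends without unstimulated replicate 3 (adjusted p = 1.4e-06) and that of H2AFZ with a fit of only the groups compared (adjusted p = 5.5e-06). Of 43 matrix genes 10 rose and 18 fell (11 and 18 adjusted over the list alone; camera adjusted p = 0.26; adjusted p = 0.75 with an estimated correlation) with PGE2/MPA: the collagen genes COL1A1 and COL3A1 changed by -3.82 (adjusted p = 4.6e-18) and -3.06 (adjusted p = 5.6e-17), while POSTN (periostin) rose by 5.08 (adjusted p = 1.2e-22).

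KRT18, CDH1, LRRN4, KRT19 and ESRP1 are lower in the treated cells than in unstimulated MdESF, though KRT19 (adjusted p = 0.22) and ESRP1 (adjusted p = 0.0014) do not pass with 8-br-cAMP/MPA and KRT19 (adjusted p = 8.4e-06) does not pass with MPA. Epithelial cells among the unstimulated cells could bring KRT7, EPCAM, CLDN7, MUC1 and ELF3 along, and their summed level is 0.000640% of that of KRT18 (2125 CPM, unscaled). CLDN4 and KRT5, epithelial genes outside that sum, do have counts, 48 and 14 over the 3 unstimulated libraries. CDH1, ESRP1 and KRT19, part of the pattern itself, have 537, 203 and 150. The summed markers were picked with the counts known, and no epithelial library of the series shows that their gene models collect reads. Their low level therefore cannot exclude epithelial cells. Mesothelial cells lost with treatment would lower the markers UPK3B, LRRN4 and KRT18 alike (WT1, the other tested member of that list, is also a decidualization TF and was left out). MSLN and CALB2, also mesothelial markers, have only 6 and 9 counts over the 3 unstimulated libraries. With 8-br-cAMP/MPA UPK3B is not lower (0.33) and lies 6.05 above KRT18 on the log2 scale (standard error 0.196). That argues against a loss of mesothelial cells there, unless the fibroblasts express UPK3B themselves. With MPA, PGE2 and PGE2/MPA all 3 markers are lower, by amounts that lie 1.65, 6.63 and 8.07 apart, and there the loss of mesothelial cells stays open, as fibroblasts that express part of the markers would make the falls unequal. To prepare the cells the paper used a single Percoll layer and removed cells that had not attached after 2 hours, and it reports no cytokeratin staining in the cells of that layer; no mesothelial marker is named there. With library totals KRT18 still changes by -5.89 with 8-br-cAMP/MPA, so scaling is argued against too. For 8-br-cAMP/MPA a candidate explanation is that the fibroblasts themselves express these genes in culture and lose them with treatment, which no test here separates from a rarer cell type with another set of markers.

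The hypothesis that the cAMP part of the stimulus raises the TFs that PGE2 alone raises was tested on the 13 TFs that the paper lists as higher, by setting their fold changes of 8-br-cAMP/MPA against MPA beside those of PGE2 against unstimulated, which share no library. All 13 are higher in the former and 9 in both; their Spearman correlation is 0.35 (permutation p = 0.249, Pearson 0.64). Before the test, a p of 0.05 or more had been set as counting against the hypothesis, and that bound was met; it was the wrong bound, because a p that misses a threshold over 13 genes excludes nothing. The hypothesis stays open.

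For PTGIR the explanation that the treated values in the paper's source data belong to another row of the table was tested by matching them to the counts of 12370 rows up to a common factor. ENSMODG00000002377 matches within rounding, and the next best row is 0.21 away on the log2 scale. The same row stands at 299.5 in unstimulated MdESF on the scale of that sheet, where the paper gives 1.30 for PTGIR. A candidate explanation is therefore that the 4 treated values of PTGIR in that sheet were taken from that row.

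Other splits of the libraries were counted for each result. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real numbers of called genes are 3741 for 8-br-cAMP/MPA, 1842 for MPA, 3976 for PGE2, 4440 for PGE2/MPA and 3853 for 8-br-cAMP/MPA against PGE2/MPA, and the highest of the other splits calls 0 in each (1 split as high, the real one). The TFs passing are 23, 20, 21 and 24 for 8-br-cAMP/MPA, MPA, PGE2 and PGE2/MPA, against 0 in the other splits (1 split as high each). The lists passing with the preset correlation, here adjusted within each comparison and not over all 156 tests as for the 69 above, are 21, 15 and 14 with 8-br-cAMP/MPA, MPA and PGE2, against at most 15, 13 and 12 in the other splits, and 17 with PGE2/MPA, where another split gives 19 (2 splits as high, the real one included).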
